# Alterations in promoter interaction landscape and transcriptional network underlying metabolic adaptation to diet

**DOI:** 10.1038/s41467-020-14796-x

**Published:** 2020-02-19

**Authors:** Yufeng Qin, Sara A. Grimm, John D. Roberts, Kaliopi Chrysovergis, Paul A. Wade

**Keywords:** Dietary carbohydrates, Fatty acids, Gene regulation, Chromatin structure, Metabolism

## Abstract

Metabolic adaptation to nutritional state requires alterations in gene expression in key tissues. Here, we investigated chromatin interaction dynamics, as well as alterations in cis-regulatory loci and transcriptional network in a mouse model system. Chronic consumption of a diet high in saturated fat, when compared to a diet high in carbohydrate, led to dramatic reprogramming of the liver transcriptional network. Long-range interaction of promoters with distal regulatory loci, monitored by promoter capture Hi-C, was regulated by metabolic status in distinct fashion depending on diet. Adaptation to a lipid-rich diet, mediated largely by nuclear receptors including Hnf4α, relied on activation of preformed enhancer/promoter loops. Adaptation to carbohydrate-rich diet led to activation of preformed loops and to de novo formation of new promoter/enhancer interactions. These results suggest that adaptation to nutritional changes and metabolic stress occurs through both de novo and pre-existing chromatin interactions which respond differently to metabolic signals.

## Abstract (web summary)

Metabolic adaptation to different diets results in changes to gene expression. Here, the authors characterise the chromatin landscape and transcriptional network in mice on a diet of high saturated fat, compared to a diet high in carbohydrate, finding a dramatic reprogramming of the liver transcriptional network.

## Introduction

Animals have evolved to cope with fluctuations in food availability and nutritional content of food that can have major consequences on health. The responses to nutrient quality and availability range on a continuum from complete lack of nutrients to overabundance. These physiologic states have differing homeostatic requirements ranging from the mobilization of storage depots that provide energy and critical biomolecules to the biosynthesis of molecules mediating deposition of energy and metabolic precursors, with accompanying alterations in gene expression programs to facilitate biological responses. Such metabolic adaptation can lead, in the extreme, to the development and progression of obesity and related diseases including nonalcoholic fatty liver disease (NAFLD)^1,2^. With the spread of the Western lifestyle, including consumption of an energy rich diet high in fat, obesity and NAFLD are an emerging health concern^3^. Under conditions of calorie excess, the liver adapts to overnutrition through dynamic reprogramming of the transcriptome, one of many adaptations necessary to maintain metabolic homeostasis. Gene regulatory mechanisms mediating liver metabolic adaptation to excessive calorie intake are incompletely understood. Detailed analysis of the role(s) of promoter–enhancer interaction dynamics may provide mechanistic insights into the progression from nutrient-induced metabolic adaptation to disease.

Within nuclei, chromosomes are organized at multiple levels, from nucleosomal building blocks to more complex structures. Current models suggest that domain organization can reflect genome accessibility as well as regulatory contacts with promoters that modulate gene expression^4,5^. These epigenomic events are cell-type specific and relative stable, but still have the flexibility to be fine-tuned in response to environmental cues^6,7^. Numerous studies indicate that diet can reprogram the epigenome and gene expression by affecting enhancers^8–10^. However, enhancers are usually located long distances away from their target genes, which makes it difficult to accurately assign specific enhancers to their target genes and delineate the details of gene regulation. Hi-C was recently used to identify genome-wide chromatin interactions and provide unique insights into higher-order chromatin organization^11^. Although unbiased, Hi-C requires very deep sequencing to characterize promoter–enhancer interactions, which are predicted to play important roles in gene regulation^12^. Promoter capture Hi-C (PCHi-C) was developed to facilitate identification of promoter-anchored chromatin interactions at high resolution^12,13^, enabling characterization of both stable and stimulus-responsive promoter–enhancer loops^14^. To date, limited data are available describing the dynamics of promoter–enhancer interactions during metabolic adaptation to changes in diet and progression to overt physiologic changes leading to disease and how these processes impact gene expression.

Given this dearth of information, a deeper understanding of the how the liver epigenome responds to diet, obesity, and the dysfunctional metabolic and physiologic state associated with obesity should provide insights into adaptation and disease. Here, we employ a long-standing model of diet-induced obesity in C57BL/6J mice. Male animals are placed on defined diets matched in protein content that differ in carbohydrate content, lipid content, and energy content. C57BL/6J animals on the high energy content, lipid-rich diet regimen typically recapitulate aspects of metabolic syndrome in humans including insulin resistance, impaired glucose tolerance, dyslipidemia, and increased triacylglycerols in liver^15–21^. Hi-C and PCHi-C in combination with ChIP-seq and RNA-seq are performed on liver tissue from these animals to investigate the dynamics of promoter-anchored chromatin interactions during diet-induced obesity. We annotate genome-wide promoter-interacting regions in liver under different physiologic conditions and analyze how these chromatin interactions regulate metabolism. Furthermore, analysis of factor recruitment at activated enhancers indicates that Hnf4α may play a central role in orchestrating dynamic changes in chromatin organization and gene regulation in response to metabolic cues. These findings provide insights into how chromatin organization contributes to gene regulation during metabolic adaptation and disease.

## Results

### Chronic obesity reprograms the liver transcriptome

To model the gene regulatory events associated with metabolic adaptation to chronic obesity and NAFLD, we performed diet studies on male C57BL/6 mice (Fig. 1a). Animals at 5 weeks of age were acclimated to the NIEHS facility on a normal chow diet (NIH-31) and subsequently (5 animals per group) were fed well-characterized diets in which the predominant energy source is carbohydrate (70% of caloric content, Research Diets D12450B) or lipid (60% of caloric content, Research Diets D12492) for 20 weeks (details of diet composition are provided in Supplementary Data 1). Animals on the lipid-rich diet became markedly obese (two-tailed *t* test, *p* < 0.0001) over the course of the study (Fig. 1b), with overall weight after 20 weeks nearly twice that of animals on the carbohydrate-rich diet^10^. Consistent with other studies, the obese mice had poor glucose and insulin tolerance (Fig. 1c, d) as well as a significant increase in plasma insulin and leptin levels (Fig. 1e, f), suggesting that their metabolism was dysfunctional.

**Fig. 1:**
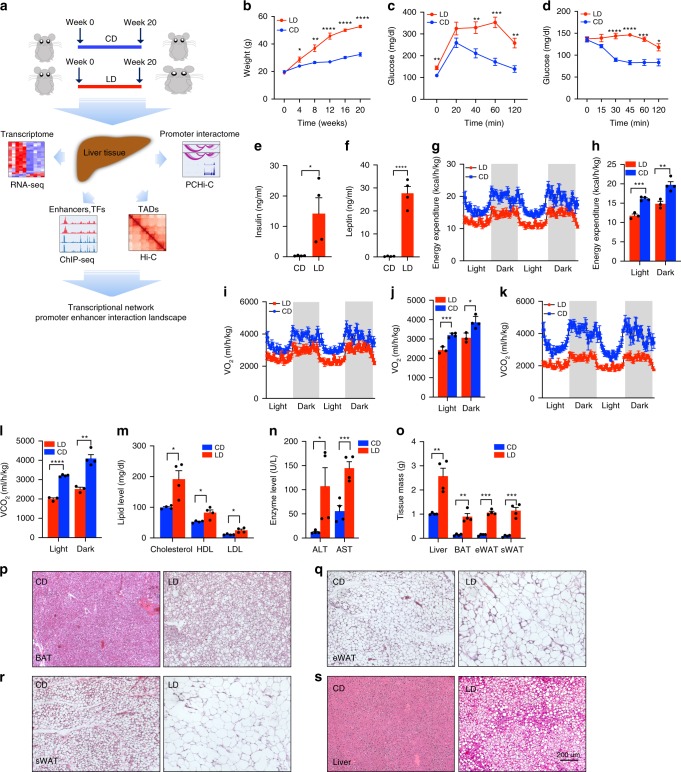
Effects of diet on metabolic parameters. **a** Schematic overview of the study. **b** Body weight (mean and SEM) of study animals (*n* = 5 per group) after 20 weeks of carbohydrate-rich diet (CD) or lipid-rich diet (LD). **c**, **d** IPGTT and IPITT tests in mice fed the LD or CD (*n* = 5 per group). **e**, **f** Fasting plasma insulin and leptin level in mice fed the LD or CD (*n* = 4 per group). **g**–**l** Metabolic cage analysis during light and dark phase of energy expenditure (EE), oxygen consumption rate (VO_2_), carbon dioxide production (VCO_2_) (*n* = 3–4 per group). **m**, **n** Fasting plasma lipids and enzymes in mice fed the LD or CD. **o** Liver, brown adipose tissue (BAT), subcutaneous adipose tissue (sWAT), and epididymal adipose tissue (eWAT) mass in mice fed the LD or CD. **p**–**s** Hematoxylin and eosin (H&E) staining of adipose tissue and liver (×40 magnification; scale bar indicates 200 μm). Significance is indicated (two-tailed *t* test). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. ∗∗∗∗*p* < 0.0001.

To determine how obesity affects systemic metabolism, mice fed either LD or CD were placed in TSE phenoMaster cages, and their oxygen consumption (VO_2_), carbon dioxide production (VCO_2_) and energy expenditure (EE) were measured. As shown in Fig. 1g–l, average EE, VO_2_ and VCO_2_ values decreased in the obese (LD) group compared with CD group. Significantly higher plasma concentrations of total cholesterol, high-density lipoprotein (HDL), low-density lipoprotein (LDL), aspartate transaminase (AST), and alanine transaminase (ALT) were found in the obese group, which indicated a systemic response to obesity that includes NAFLD (Fig. 1m, n). Adipose tissue and liver mass were all significantly higher in LD group (Fig. 1o). As shown in Fig. 1p–r, mice fed LD showed an increase in adipocyte size when compared with CD. Liver sections from study animals also demonstrated altered histology in obese animals on the lipid-rich diet, consistent with the development of NAFLD (Fig. 1s).

To address the transcriptional response to obesity, we prepared RNA from liver from study animals (5 animals per group) for RNA-seq. 

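Liver RNA was sequenced from 5 mice fed the lipid-rich diet (LD) and 5 mice fed the carbohydrate-rich diet (CD) for 20 weeks. The LD gave 60% of its energy as lipid and 20% as carbohydrate, the CD gave 10% and 70%, and both gave 20% as protein. The authors aligned the read pairs to the mm9 build, counted them on RefSeq genes by strand and deposited the counts without normalization, together with TPM values. Between 31707963 and 39012699 read pairs per mouse were counted on genes, with a median of 33619988 on LD and 34922731 on CD. The 10 most abundant genes took 16.1% to 19.6% of the counts of a library. Of the 25494 rows of the table, 7228 held no count in any mouse, and 417 gene symbols filled more than 1 row. Counts were scaled by edgeR's TMM method, rows with too few counts were removed by its filterByExpr function, and the remaining 13494 rows were tested between the diets by edgeR's quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.2, the thresholds of the paper's methods, and fold changes are given as LD over CD. Across all tested rows, the correlation between mice of log2 CPM, which is counts scaled to the size of the library, within a diet was 0.982 to 0.989 on LD and 0.985 to 0.993 on CD, a correlation over genes, which are not independent replicates. The common biological coefficient of variation was 0.147. The choices that could change the numbers are the tool, the scaling, the filter on low counts and the fold change threshold.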

Differentially expressed gene (DEG) analysis identified 2066 genes upregulated in obese animals on the lipid-rich diet and 1663 genes upregulated on the carbohydrate-rich diet (*N* = 25,494, FDR < 0.05, fold change > 1.2; Fig. 2a, Supplementary Data 1).

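The test called 3396 genes, 1875 of them higher on LD and 1521 higher on CD. Without a minimum fold change, 2041 and 1779 genes passed the adjusted p-value. In 2502 rows (18.54%), the CPM of all 5 LD mice lay on one side of all 5 CD mice, against 0.7937% of rows by chance, and 2166 of these rows were called. The authors' deposited table of their DESeq2 comparison holds 2066 and 1663 calls at the same thresholds, which are the paper's values. Of those 3729 calls, 3340 were also called here and 0 had the opposite direction. The alternative that moved the counts most was edgeR's test of a fold change above 1.2, in place of a threshold on the fitted value, which called 941 genes higher on LD and 471 higher on CD. Among called genes with separated diets and a mean of at least 1 CPM on a diet, the 10 largest changes were those of Sprr1a (log2 fold change 7.85), Cyp2b13 (7.82), Cyp2b9 (7.82), Adgrf1 (-5.69), Nat8f7 (-5.61), Cidea (5.58), Rbm24 (5.58), Cfd (5.44), Cidec (5.44) and Gm3776 (5.42). For 5 of them, the lower diet held 1 to 7 counts over its 5 libraries, and the fitted value depends on the prior count. The ratio of scaled counts, with its 95% interval for counting error only, was 359.7 (64.2 to 14245.8) for Sprr1a, 281.1 (77.5 to 2326.8) for Cyp2b13, 56.5 (21.8 to 209.3) for Nat8f7, 55.0 (21.2 to 203.5) for Rbm24 and 45.6 (21.9 to 114.3) for Gm3776. Cyp2b9 and Cyp2b13 are near-identical copies whose reads the authors' counting could have split. Cyp2b9 had 197 ± 144 CPM (SD, n = 5) on LD and 0.860 ± 0.586 CPM (SD, n = 5) on CD, and Cidea had 27.5 CPM on LD and 0.561 CPM on CD.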

**Fig. 2:**
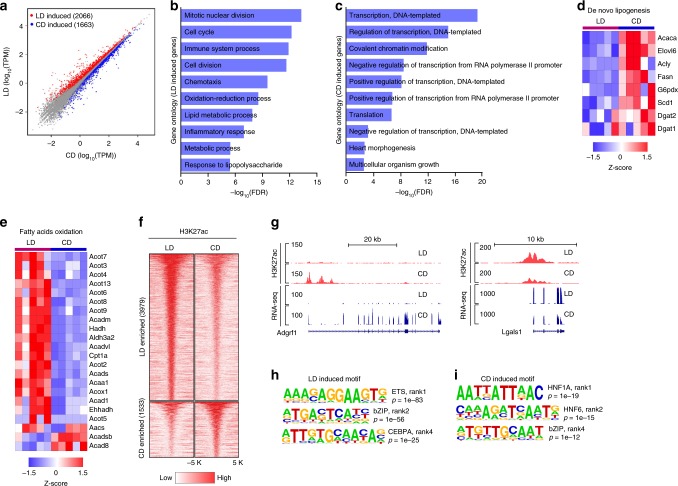
Chronic obesity reprograms the liver transcriptome and enhancer network. **a** Scatter plot of RNA-seq data in mice on CD or LD. Upregulated transcripts are those higher in LD (LD induced). Downregulated transcripts are those higher in CD (CD induced). **b**, **c** Pathway analysis of LD/CD induced genes. **d**, **e** Heatmap of key genes involved in de novo lipogenesis or in fatty acid oxidation. Each column contains data from an individual study animal, each row represents a gene. **f** Heatmap of H3K27ac differentially enriched regions in LD and CD (*n* = 3 per group). Each row in the heatmap represents an individual differentially acetylated locus. LD induced loci represent loci with higher acetylation status in lipid-rich diet. CD induced loci represent loci with higher acetylation status in CD condition. **g** Example of an H3K27ac differentially enriched region. Left panel depicts the *Adgrf1* locus which has higher acetylation and transcript levels on CD. Right panel depicts the *Lgals* locus which has higher acetylation and transcript levels on LD. **h**, **i** Motifs enriched in LD or CD induced H3K27ac differentially enriched regions. ∗∗∗∗*p* < 0.0001.

As anticipated, analysis of DEGs indicated enrichment for lipid metabolic processes in animals consuming a lipid-rich diet. In animals on a carbohydrate-rich diet, pathways were enriched in homeostasis including regulation of gene transcription (Fig. 2b, c). In chronic obesity and NAFLD, lipid metabolism is perturbed, characterized by downregulation of genes mediating de novo lipogenesis (DNL) and upregulation of genes involved in fatty acid oxidation (FAO). We examined expression of genes in these two critical metabolic pathways in our data, observing that lipid-rich diet (and associated chronic obesity and adaptation to fatty liver) led to a marked suppression of de novo lipogenesis as compared with the carbohydrate-rich diet (Fig. 2d). 

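The genes of de novo lipogenesis examined here were Elovl6, Fasn and Scd1, which the paper names, and Acaca and Acly, which it measured by qPCR. All 5 were called lower on LD, with a median log2 fold change of -0.94 and a range over the fits without 1 library of -0.995 to -0.84. As a set they stood apart from the other genes by the camera test with a preset correlation of 0.01 between genes (two-sided p = 8.34e-05, Benjamini-Hochberg adjusted p = 0.000278 over 10 gene lists). This call held under the fry test (adjusted p = 0.000122) and fell short with a correlation estimated from the data (p = 0.0241, adjusted p = 0.0872). Adjusted over the list alone, 5 of 5 genes passed as well, which is not independent evidence, since the study chose the list on these samples. Scaling by log2(TPM + 1) moved the median most, to -0.82. Acaca, the first enzyme of the pathway, had 236 ± 29.2 CPM (SD, n = 5) on LD and 466 ± 69.1 CPM (SD, n = 5) on CD, a log2 fold change of -0.98 (standard error 0.114, adjusted p = 8.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Acly, with a log2 fold change of -0.65 (adjusted p = 0.0146), the mice of the diets overlapped, and the SD on CD was 401 around a mean of 1290 CPM. Of 3 further genes in Fig. 2d, G6pdx was called (log2 fold change -0.93, adjusted p = 0.0094), with 12.5 CPM in LD replicate 2 and at most 8.13 CPM in the other LD mice. Dgat1 (log2 fold change -0.15, adjusted p = 0.203) and Dgat2 (-0.28, adjusted p = 0.0574) were not called. Dgat2 was called by DESeq2 (-0.28, adjusted p = 0.0334) and with a block for the replicate number in edgeR (-0.29, adjusted p = 0.04). It was also called without LD replicate 4 (-0.35, adjusted p = 0.0215).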

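Elovl6 (Entrez 170439), on chromosome 3 of mm9 from 129235304 to 129341411, had 255 ± 39.9 CPM (SD, n = 5) on LD and 462 ± 64.7 CPM (SD, n = 5) on CD. Its log2 fold change was -0.85 (standard error 0.120, adjusted p = 0.000308 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -0.93 and -0.79 with each mouse left out in turn. Fasn (Entrez 14104), on chromosome 11 from 120667272 to 120685861, had 1570.1 ± 150 CPM on LD and 3008 ± 848 CPM on CD (SD, n = 5 each), a log2 fold change of -0.94 (standard error 0.165, adjusted p = 0.00136). Scd1 (Entrez 20249), on chromosome 19 from 44468940 to 44482199, had 12976 ± 2886 CPM on LD and 25241 ± 5339 CPM on CD (SD, n = 5 each), a log2 fold change of -0.96 (standard error 0.174, adjusted p = 0.00162). In all 3 genes, every LD mouse was below every CD mouse. The transcript of Srebf1, the gene of SREBP-1, was not called (log2 fold change -0.45, adjusted p = 0.216), with an SD of 255 around a mean of 485 CPM on CD. CD replicate 3 held 924 CPM of Srebf1 against at most 456.3 CPM in the other CD mice, and without it the log2 fold change was -0.0807 (adjusted p = 0.727), where the other fits that left out 1 mouse reached -0.59.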

Hallmark genes^22^ activated by sterol regulatory element binding protein 1c (SREBP-1c) including elongation of long-chain fatty acids family member 6 (*Elovl6*), fatty acid synthase (*Fasn*), and stearoyl-CoA desaturase (*Scd1*) were downregulated in animals on lipid-rich as compared with animals on carbohydrate-rich diet. We also observed upregulation of hallmark genes integral to other aspects of fatty acid metabolism in obese animals (Fig. 2e). 

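Acot2, Acot3, Acot4, Acot5 and Acot6 lie next to each other on chromosome 12 and resemble each other, so that the authors' counting could have split reads between them. Acot2, from 85328811 to 85334825, had 18.3 ± 5.91 CPM on LD and 5.23 ± 2.00 CPM on CD (SD, n = 5 each), a log2 fold change of 1.80 (standard error 0.274, adjusted p = 0.000543 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all LD mice above all CD mice. In the other three tested genes, the mice of the diets overlapped. Acot3 had a log2 fold change of 1.38 (standard error 0.430, adjusted p = 0.0298), and its call was lost in 5 of the 10 fits that left out 1 mouse, with the largest adjusted p = 0.0787 without LD replicate 3. Acot4 had a log2 fold change of 0.77 (adjusted p = 0.00774). Acot6 had a log2 fold change of 1.39 (adjusted p = 0.00566) from 203 counts on LD and 75 on CD. Acot5 held 2 counts over the LD libraries and 0 over the CD libraries and was not tested. Ppara, the gene of PPAR-α, had a log2 fold change of 0.34 (adjusted p = 0.0185).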

The type one acyl-CoA thioesterases, *Acot2, Acot3, Acot4, Acot5,* and *Acot6*, which are clustered on mouse chromosome 12 and known to be regulatory targets of peroxisome proliferator-activated receptor alpha (PPAR-α), were upregulated^23^. Likewise, the type two acyl-CoA thioesterases *Acot7, Acot8, Acot9,* and *Acot13* are upregulated in obese animals. These enzymes catalyze the hydrolysis of the thioester linkage between CoA and fatty acids, leading to the generation of free fatty acid and CoA in mitochondria, peroxisomes, and the cytosol^24^. 

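Of these genes, Acot13 (log2 fold change 0.46, standard error 0.0662, adjusted p = 0.000396 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Acot9 on chromosome X (0.77, standard error 0.130, adjusted p = 0.00101) and Acot8 (0.33, standard error 0.0784, adjusted p = 0.00763) were called, each with all 5 LD mice above all 5 CD mice. Acot7 was not called (log2 fold change 0.20, adjusted p = 0.0931). LD replicate 5 held 15.0 CPM of Acot7 and the other LD mice at least 18.9 CPM, and without this mouse the gene was called (log2 fold change 0.27, adjusted p = 0.0126).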

Their upregulation in dietary conditions where intracellular fatty acid concentration is elevated reflects participation in fatty acid oxidation in mitochondria and peroxisomes as well as potential roles in signaling pathways dependent on unconjugated fatty acids^25^. Also upregulated in obese animals are genes classically associated with beta oxidation of fatty acids for energy production such as acyl-CoA dehydrogenases (*Acadm, Acads*, and *Acadvl*), enoyl-CoA hydratase (*Ehhadh*), and hydroxyacyl-CoA dehydrogenase (*Hadh*) as well as the mitochondrial carnitine-dependent lipid transporter, *Cpt1*. These differences in the transcriptome are reflective of the vastly different metabolic states and regulatory networks active in livers of animals on lipid-rich versus carbohydrate-rich diets. 

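Acadm had a log2 fold change of 0.62 (standard error 0.0776, adjusted p = 0.000139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Hadh of 0.68 (standard error 0.0990, adjusted p = 0.000417) and Cpt1a of 0.59 (standard error 0.104, adjusted p = 0.00135), each with all 5 LD mice above all 5 CD mice. Acads was also called (0.32, adjusted p = 0.0104). Ehhadh was called with overlapping mice (0.37, standard error 0.126, adjusted p = 0.044), and its call was lost in 7 of the 10 fits that left out 1 mouse, with the largest adjusted p = 0.105 without CD replicate 2. Acadvl was not called (0.15, standard error 0.0686, adjusted p = 0.128). Of the other forms of Cpt1, Cpt1c did not differ at 103 counts on LD and 85 on CD, and Cpt1b, with 20 and 11 counts, was not tested. Among genes of fatty acid oxidation measured by qPCR or shown in Fig. 2e, Aldh3a2 (1.40, adjusted p = 5.36e-05) and Acaa1a (0.45, adjusted p = 0.00345) were higher on LD, Acadsb was lower (-0.46, adjusted p = 0.00163), and Acad8 (-0.18, adjusted p = 0.0369) and Aacs (0.08, adjusted p = 0.696) were not called. Over the 17 genes of this group named in the text or measured by qPCR, 16 were tested, all 16 had a positive log2 fold change with a median of 0.61, and 14 were called. As a set they stood apart by camera (two-sided p = 3.54e-09, Benjamini-Hochberg adjusted p = 1.77e-08 over 10 lists) and by fry (adjusted p = 0.000122), and not with an estimated correlation (adjusted p = 0.0872). Adjusted over the list alone, 14 genes passed, which is not independent evidence, since the study chose the list on these samples. From these differences, the paper states that the transcriptome reflects the different metabolic states and regulatory networks of livers on the diets.

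**Figure D1:**
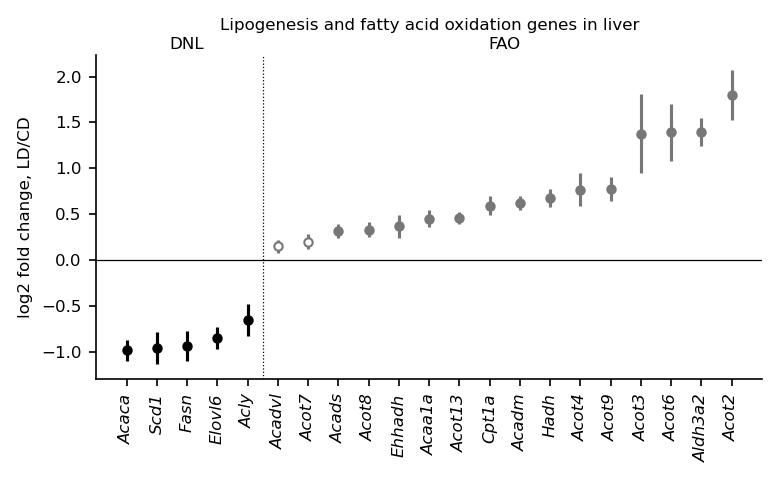
Log2 fold change (LD over CD, vertical axis) with its standard error for the tested genes of de novo lipogenesis (DNL, black) and fatty acid oxidation (FAO, grey); filled points were called and open points were not. All 5 DNL genes lie below 0 and all 16 FAO genes above it.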

We selected for validation a subset of DEGs, those involved in the DNL and FAO pathways (Supplementary Fig. 1a).

### Chronic obesity rewires the enhancer network in liver

In order to understand how adaptation to chronic obesity affects enhancer activity, we profiled genomic H3K27ac (3 animals per group) by chromatin immunoprecipitation sequencing (ChIP-seq) in liver. 

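H3K27ac, an acetylated histone residue found at active promoters and enhancers, was profiled in livers of 3 LD and 3 CD mice, each with its own input library. The authors called peaks in each sample with SICER and deposited a peak list per sample, whose intervals were used here on mm9 as they stand. The paper's supplement gives 18441078, 21813873 and 12610316 unique read pairs after removal of duplicates for the LD libraries and 23352756, 23822197 and 21905019 for the CD libraries. The LD samples held 54114, 56987 and 53821 peaks and the CD samples 50183, 51608 and 48156. This difference in number had an exact permutation p of 0.1 (two-sided), the smallest that 3 mice against 3 allow. Peaks covered 155.8, 160.4 and 149.8 Mb on LD and 141.7, 145.4 and 139.7 Mb on CD. Overlapping peaks of all 6 samples were merged into loci, and a locus was kept when at least 2 samples had a peak in it. Without read counts per locus, a change was defined by presence: a locus is called LD-only or CD-only when all 3 samples of that diet and none of the other had a peak. The choices that could change the numbers are the number of samples required, the overlap that counts as shared and the merging distance.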

H3K27ac peaks were called by SICER and showed a significant overlap (∼73–89%) across biological replicates, regardless of group (Supplementary Data 2a). 

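Between pairs of samples, 73.15% to 88.71% of the peaks of one sample overlapped a peak of the other by at least 1 bp. The mean over pairs of the same diet was 85.21% (81.41% to 88.65%), and over pairs of different diets 82.28% (73.15% to 88.71%), so that the ranges overlap. When at least 50% of a peak had to be covered, the lowest value was 66.78% and the highest 85.04%, the largest shift among the alternatives.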

Analysis with Diffbind revealed about 5000 loci (from a total of 50,205 peak loci) with significantly (*N* = 5512, FDR < 0.05, fold change > 1.5) differential enriched signal induced by diet (Fig. 2f, Supplementary Data 2b). 

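Merging gave 50205 loci, of which 1571 were LD-only and 380 CD-only. A total of 29890 loci had a peak in all 6 samples. The alternative that moved these counts most required at least 2 samples of one diet and none of the other, which gave 4338 LD-only and 1431 CD-only loci.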

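Adgrf1 lies on chromosome 17 of mm9 from 43407296 to 43461355. Within 20000 bp of the gene on either side, H3K27ac peaks covered 4.36%, 4.47% and 4.79% of the sequence in the LD samples and 13.8%, 13.5% and 12.1% in the CD samples, and its 4 loci had peaks on both diets. Its transcript had 0.476 ± 0.480 CPM on LD and 25.8 ± 10.2 CPM on CD (SD, n = 5 each), a log2 fold change of -5.69 (standard error 0.514, adjusted p = 1.63e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) from 89 counts on LD and 4358 on CD. Lgals1 lies on chromosome 15 from 78757155 to 78760895. H3K27ac covered 20.6%, 20.6% and 21.0% of its surroundings on LD and 13.7%, 14.2% and 14.2% on CD, and 1 of its 4 loci, from 78744000 to 78745199, was LD-only. Lgals1 had 155 ± 41.5 CPM on LD and 30.8 ± 8.54 CPM on CD (SD, n = 5 each), a log2 fold change of 2.33 (standard error 0.215, adjusted p = 1.82e-05). For both genes and both measures, every sample of one diet was above every sample of the other.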

A depiction of differentially enriched regions is presented in Fig. 2g. The top eight differentially enriched regions were validated by ChIP-qPCR (Supplementary Fig. 2a). 

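At the 8 regions of the ChIP-qPCR primers, all 3 samples of the induced diet had a peak, and in 6 regions no sample of the other diet had one. The 4 LD regions lie on chromosome 7 from 88685000 to 88688599, on chromosome 16 from 76198400 to 76203399, on chromosome 8 from 90490400 to 90492399 and on chromosome 7 from 141555800 to 141559799. Their mean share covered by peaks was 81.5%, 78.7%, 86.7% and 71.7% on LD and 0%, 12.0%, 0% and 6.67% on CD, where 1 CD sample had a peak in each of the regions above 0%. The 4 CD regions lie on chromosome 9 from 104262200 to 104266599, on chromosome 2 from 168590400 to 168593399 and from 168666800 to 168669599, and on chromosome 7 from 138591400 to 138595999. They were covered by 74.2%, 82.2%, 78.6% and 73.9% on CD and by 0% on LD. The authors chose these regions from the same samples.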

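The distance from each H3K27ac locus to the nearest TSS of the annotation had a median of 18.2 kb over all loci, 23.4 kb over LD-only loci and 30.2 kb over CD-only loci. Within 1 kb of a TSS lay 15.2% of all loci, 4.84% of LD-only loci and 2.63% of CD-only loci. Beyond 5 kb lay 73.4%, 86.8% and 92.9%. The loci with a peak in all 6 samples had a median of 12.4 kb, with 63.6% beyond 5 kb.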

As expected, these differentially enriched loci were mostly located far from TSS, and they were classified as enhancers (Supplementary Fig. 2b, c). GO and MSigDB analysis indicated that lipid-rich diet-induced regions were enriched with genes related to immune function, including immune system process, leukocyte activation and regulation of immune response (Supplementary Fig. 2d, f), which is also consistent with the pathological process of NAFLD^26^. Carbohydrate-rich diet-induced regions were enriched with genes related to metabolic process, including small molecule metabolic process and carboxylic acid metabolic process (Supplementary Fig. 2e, g).

Enhancer regions usually harbor transcription factors, which bind cognate *cis*-acting DNA sequences and enable selective gene expression and regulation. To this end, we used HOMER to determine which transcription factor binding motifs were present in differentially enriched loci. In the lipid-rich diet enriched H3K27ac regions, the top enriched motifs corresponded to the known consensus binding sequences for ETS (ETS1, EHF), bZIP (FOSL2, JUN-AP1, and ATF3), and C/EBP (C/EBPA, C/EBPB, and C/EBPE) family transcription factors (Fig. 2h). 

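Matches to 1 consensus sequence per family were counted in the H3K27ac loci as a description, with the loci present in all samples for comparison. The AP-1 consensus TGASTCA occurred 0.273 times per kb in LD-only loci (95% interval 0.255 to 0.291) and 0.193 times in loci of all samples, a ratio of 1.41. The ETS consensus VMGGAAGT occurred 0.382 times per kb (0.362 to 0.404) against 0.281, a ratio of 1.36. The C/EBP consensus TTRYRYAA occurred 0.258 times per kb (0.241 to 0.275) against 0.232, a ratio of 1.11. The intervals cover counting error only, and GC content was 45.3% in LD-only and 46.7% in shared loci. Among the transcripts of factors of these families, Atf3 (log2 fold change 1.94, standard error 0.244, adjusted p = 0.000146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Jun (1.23, standard error 0.187, adjusted p = 0.000542) and Cebpe (0.63, adjusted p = 0.00779) were called higher on LD. Atf3 held 3.82 CPM in LD replicate 1 and at least 7.80 CPM in the other LD mice. Ets1 (0.22, adjusted p = 0.0607), Fosl2 (0.18, adjusted p = 0.235) and Ehf (0.59, adjusted p = 0.211), the last with 119 counts on LD and 76 on CD, were not called. Ets1 was called without LD replicate 4 (0.27, adjusted p = 0.0279) and without CD replicate 1 (0.27, adjusted p = 0.0296).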

ETS/AP1 binding sequences are prototypical RAS-responsive elements, which regulate cell proliferation and differentiation in response to a variety of growth factors and cytokines^27,28^. Lipid-rich diet and obesity is known to cause lipid accumulation in hepatic cells, leading to induction of stress signals and activation of ATF3, an adaptive-response gene^29,30^. The transcription factors in the C/EBP family have been shown to regulate lipogenesis^31^ and motif analysis of lipid-rich diet enriched H3K27ac regions suggested that obesity and NAFLD-induced enhancer activity and gene transcription is likely regulated by transcription factors such as ETS or C/EBP family transcription factors. 

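In CD-only loci, the HNF6 consensus TATYGAT occurred 0.205 times per kb (95% interval 0.174 to 0.239) against 0.114 in loci of all samples, a ratio of 1.80. AP-1 matches were as frequent as in shared loci (0.190 per kb, 0.160 to 0.222, ratio 0.984), ETS matches less frequent (ratio 0.712), and C/EBP matches had a ratio of 1.07. Onecut1, the gene of HNF6, was called lower on LD (log2 fold change -1.85, standard error 0.624, adjusted p = 0.0413 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an SD of 16.5 around a mean of 15.6 CPM on CD. The call of Onecut1 was lost in 7 of the 10 fits that left out 1 mouse, and without CD replicate 4 the log2 fold change was -1.07 (adjusted p = 0.157). It was also lost with limma on log2(TPM + 1), at an adjusted p = 0.184, and with a block for the replicate number in edgeR, at 0.186. DESeq2 kept the call without a prior on the fold change (adjusted p = 0.042) and lost it with one (0.0502).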

At carbohydrate-rich diet enriched loci, we also found that motifs for the bZIP family transcription factors and nuclear receptor (HNF1, HNF6) families were highly enriched (Fig. 2i). The HNF family transcription factors are involved in regulating the complex gene networks of lipid and carbohydrate metabolism^32^. For this family, the ratio of carbohydrate/fat was reported to change their DNA binding as well as local histone acetylation^33^.

### Topologically associated domains are not altered by obesity

The biological interplay between promoters and distal regulatory loci is complicated, with enhancers frequently located 10’s to 100’s of kilobases from transcription start sites. Unambiguous determination of functional relationships between putative enhancers and promoters is facilitated by analysis of chromatin conformation. To obtain detailed insight into the chromatin interactions in our system, we performed in situ Hi-C in livers from animals (2 animals per group) on carbohydrate-rich and lipid-rich diets^34^. 

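In situ Hi-C, which joins DNA ends that lie close together in the nucleus, was done in livers of 2 LD and 2 CD mice. The authors processed the reads with HiCUP, summed the replicates of a diet and called topologically associated domains (TADs) with HiCExplorer in bins of 10 kb. The paper's supplement gives 503982449 and 487449446 unique di-tags for the LD libraries and 417620408 and 458119656 for the CD libraries, beside the number of reads given in the text. The deposited TAD lists, 1 per diet, were used here, so that there is no replicate check of any value on TADs. A boundary is the start or the end of a TAD, and the tolerance within which boundaries count as shared is the choice that could change the numbers.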

Tissues were collected at the same time of day from each mouse to avoid circadian-induced chromatin organization events^35^. We sequenced samples to an average depth of 1 billion reads (Supplementary Data 3a) and generated high-resolution contact maps with a bin resolution of 50 and 10 kb (Fig. 3a, b) through HICExplorer^36^. The correlation of contact matrix between lipid-rich and carbohydrate-rich diets is 0.98 and 0.78 in the 50- and 10-kb bins, respectively (Supplementary Fig. 3a).

**Fig. 3:**
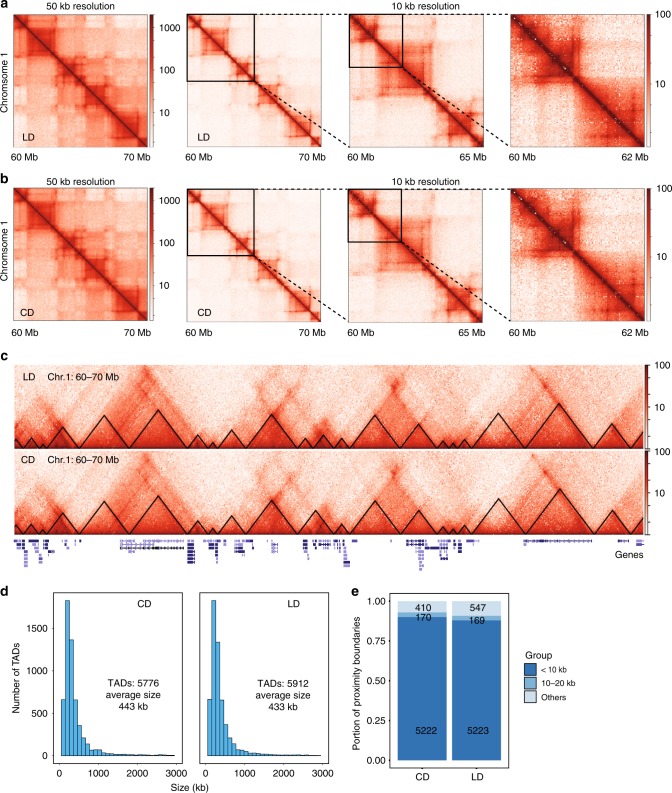
High order chromatin organization in liver during chronic obesity. **a**, **b** Hi-C contact matrix depicting normalized contact frequencies in carbohydrate-rich diet (CD, Panel **a**) or lipid-rich diet (LD, Panel **b**) group at 50 and 10 kb bins (*n* = 2 per group). Examples at Chr1: 60–70 Mb. **c** Examples of TADs (Black triangle represents the TAD) and genes in Chr1: 60–70 Mb in LD and CD group. **d** Histograms of distribution of sizes of the TADs in CD and LD group. **e** Percentage of proximity TAD boundaries in CD and LD group.

In order to understand the differences in chromatin interaction patterns based on diet, physiology, and metabolism, we segregated chromatin into A/B compartments using principal component analysis^11^. As expected, high correlation between regimens indicated diet and obesity, with all its associated physiologic and metabolic alterations, did not affect the patterning of A and B compartments (Supplementary Fig. 3b). Topologically associated domains (TADs) are proposed to reflect local folding event in the chromatin fiber wherein chromatin contacts occur more frequently. We hypothesized that TADs in liver would be stable across metabolic and physiologic change as they likely reflect a more fundamental organizational unit of chromosomes. 

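The LD list held 5912 TADs with a mean size of 432.8 ± 582 kb (SD over TADs) and the CD list 5776 with a mean of 442.9 ± 641.1 kb. The median was 280 kb on both diets, with an interquartile range of 200 to 430 kb. Without the sex chromosomes, 5639 TADs on LD had a mean of 424.9 kb and 5514 on CD a mean of 434.4 kb.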

To test our hypothesis, we called TADs by HICExplorer; both conditions had a similar number of TADs with an average size of ~400 kb (Fig. 3c, d, Supplementary Data 3b). We compared TAD boundaries between the two groups. As expected, ~90% of the boundaries colocalized across condition (Fig. 3e), indicating that higher-order chromatin organization remains unchanged during obesity and NAFLD. These findings are largely consistent with other reports that TADs and their boundaries are largely conserved^37^.

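Of 5933 boundaries on LD, 4742 (79.93%, 95% interval 78.89% to 80.93%) lay within 10 kb of a CD boundary, the tolerance named in Fig. 3. Of 5797 boundaries on CD, 81.8% (80.79% to 82.77%) lay within 10 kb of an LD boundary. When the boundaries were shifted along their chromosomes 1000 times, the shares averaged 6.13% and 6.35%, and 0 of the 1000 shifts reached the observed share (highest 10.5% and 10.92%). Counting only identical boundaries moved the shares most, to 64.54% and 66.05%. From the colocalized boundaries, the paper concludes that higher-order chromatin organization remains unchanged during obesity and NAFLD.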

### Promoter chromatin interactions in metabolic adaptation

In our Hi-C data, we found 34,982 significant chromatin interactions in liver from animals on lipid-rich diet and 37,185 from animals on carbohydrate-rich diet (Supplementary Fig. 3c). Chromatin interactions linking enhancers to gene promoters are considered to have regulatory roles^38^. Among our identified interactions, 28,682 and 30,502 chromatin interactions overlapped with gene promoters (TSS +/−2 kb). To obtain a high-resolution view of promoter-anchored chromatin interactions in liver and their changes upon adaptation to obesity, we performed promoter capture Hi-C (PCHi-C) (2 animals per group). 

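PCHi-C enriches Hi-C libraries for fragments that carry promoters, called baits, and was done in livers of 2 LD and 2 CD mice. The authors pooled the 2 replicates of a diet, scored interactions with CHiCAGO and deposited a list per diet with a score per interaction, so that no value has a replicate check. The paper's supplement gives 386896394 and 395035777 unique di-tags on LD and 439804351 and 489888796 on CD. Interactions with a score of at least 5 between fragments up to 1 Mb apart on a chromosome were used, and a pair of fragments was counted once whichever end was the bait. Expression was joined by Entrez number for the 24051 genes that the annotation places at a single locus, of which 15086 had a bait with interactions on LD and 14694 on CD. The expression of a diet is the mean TPM of its 5 mice. Tests across genes used 100000 permutations and are two-sided, and genes are not independent replicates. The choices that could change the numbers are the score threshold and the tolerance on fragment ends.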

Hi-C libraries were hybridized with 39,021 biotinylated probes targeting 25,747 promoters^12^ and each library was sequenced to an average depth of ~1 billion reads. After QC by HICUP^39^, we obtained an average 400 million unique and valid di-tags per replicate in each group, respectively (Supplementary Data 3a). High quality PCHi-C data in our study (Supplementary Fig. 4) reveals significant enrichment of promoter interactions compared with in situ Hi-C (Fig. 4a, b). The scores of chromatin loops called by CHiCAGO indicated the robustness and confidence of interactions^40^. 

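Up to 1 Mb and at a score of at least 5, the lists held 151203 interactions on LD and 149798 on CD. They started from 14321 baits on LD and 13908 on CD, of which 12673 had interactions on both diets. The median score was 6.78 on LD and 6.86 on CD.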

Using the CHiCAGO interaction score (cutoff = 5), we identified around 170,000 interactions in each diet sample, which is six times more than that identified in Hi-C. After filtering out *trans*-interactions and interactions that span more than 1 Mb, 149,798 and 151,203 *cis* interactions were retained (Fig. 4c). A large portion (54%) of interactions was shared across physiologic condition, suggesting many promoter interactions are stable even at high resolution (Fig. 4d). 

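Of the 195691 interactions called on either diet, 105310 were called on both, which is 53.81% (95% interval 53.59% to 54.04%) of the total, 69.65% of the LD interactions and 70.3% of the CD interactions. A tolerance of 10 kb on the ends moved the share most, to 81.27%. The share rose with the score. Of LD interactions scoring 5 to 6, 43.7% were also called on CD, of those scoring 7 to 10, 85.0%, and of those scoring 10 or more, 98.7%, with 369 not called on CD. The corresponding shares of CD interactions called on LD were 44.9%, 84.2% and 98.1%, with 585 not called on LD. Interactions called on 1 diet had a median score of 5.71 on LD and 5.74 on CD, and shared interactions of 7.69 and 7.78.

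**Figure D2:**
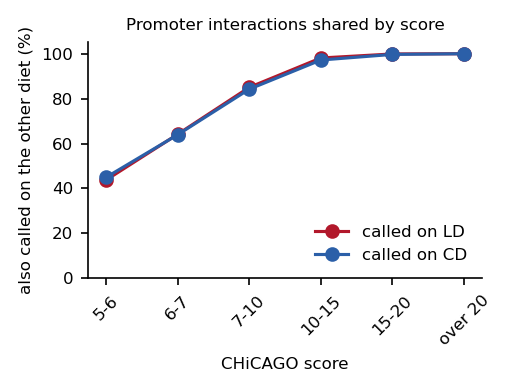
Share of the promoter interactions called on one diet that were also called on the other (vertical axis, %), by CHiCAGO score (horizontal axis), for interactions called on LD (red) and on CD (blue). The shares rise from 43.7% and 44.9% at scores of 5 to 6 to above 97% from a score of 10 on.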

Almost 80% of the interactions span <500 kb with a mean size of 284 kb (Fig. 4e). 

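The mean distance between the ends was 284.2 ± 204.3 kb on LD and 285.0 ± 208.2 kb on CD (SD over interactions), with medians of 233.5 and 230.8 kb. Under 500 kb lay 85.44% of the LD and 84.81% of the CD interactions, and a score of at least 10 raised these shares to 86.25% and 86.62%.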

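Both ends of an interaction were baits in 19173 LD interactions (12.68%, 95% interval 12.51% to 12.85%) and in 18421 CD interactions (12.3%, 12.13% to 12.46%). At a score of at least 10, the shares were 17.3% and 15.59%.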

Approximately 13% of the interactions were between two promoters (Fig. 4f), indicating a role for promoters to act as regulatory elements for distal genes.

**Fig. 4:**
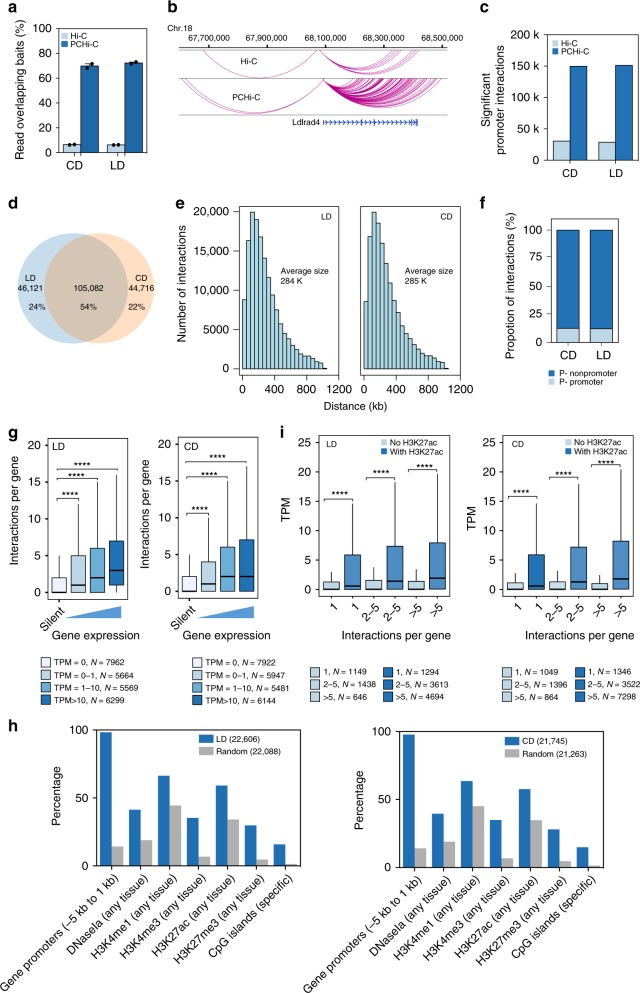
Promoter-anchored chromatin interactions regulating gene expression changes in metabolic adaptation to diet. **a** Percent of Hi-C reads overlapping the capture Hi-C baits are shown for comparison (mean and SEM, *n* = 2 per group). **b** Example of promoter interactions identified at the *Ldlrad4* locus in Hi-C (upper panel) and PCHi-C (lower panel). **c** Significant interactions in Hi-C and PCHi-C. **d** Overlap of promoter interactions in carbohydrate-rich diet (CD) or lipid-rich diet (LD) group. **e** The distribution of distance between promoters and promoter-interacting regions (PIR) as a function of diet. **f** Percentage of promoter–promoter interactions and promoter non-promoter interactions. **g** Mean number of interactions per gene with different expression levels in two groups. Gene expression level was divided into four groups: TPM = 0, 0–1, 1–10 and >10. Box denotes 25th to 75th percentile, horizontal bar is median, whiskers extend to 1.5*IQR beyond the box, outliers are omitted. Significance is indicated (Mann–Whitney U test). **h** The percentages of interactions (TPM = 0) or matched control regions overlapping with *cis*-regulatory regions defined using mouse ENCODE data in LD and CD groups. **i** Gene expression level with different interactions with/without H3K27ac in two groups. Box denotes 25th to 75th percentile, horizontal bar is median, whiskers extend to 1.5*IQR beyond the box, outliers are omitted. Significance is indicated (Mann–Whitney U Test). ∗∗∗∗*p* < 0.0001.

To understand the potential regulatory roles of the promoter interactions on gene expression, we correlated promoter interactions with gene expression. 

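Genes were grouped by their mean TPM on a diet into 0, up to 1, 1 to 10 and above 10. On LD, the mean number of interactions per gene was 3.90, 6.16, 8.03 and 8.65 in these classes (6580, 5616, 5558 and 6297 genes). On CD, it was 3.77, 5.96, 7.72 and 8.94 (6541, 5898, 5470 and 6142 genes). Genes above 10 TPM had on average 4.75 more interactions than genes at 0 TPM on LD and 5.16 more on CD, and the permutation test gave p = 1e-05 for both, the smallest it can give. All 24051 genes at a single locus were included, and those without a called interaction, captured or not, counted as 0. Among genes with at least 1 interaction on either diet, the differences were 2.67 on LD and 3.27 on CD. At a score of at least 10, the differences were 0.984 and 1.14, the largest move among the alternatives.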

Generally, an increased number of promoter interactions was positively correlated with gene expression, supporting the hypothesis of a regulatory role for these promoter interactions^14,38^ (Fig. 4g). 

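Of the 6580 genes with a TPM of 0 on LD, 2926 (44.5%) had at least 1 interaction, and of the 6541 such genes on CD, 2864 (43.8%) had. Above 10 TPM, the shares were 76.7% on LD and 74.7% on CD. Genes whose promoter was not captured count here as genes without an interaction.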

We also observed that promoters for unexpressed genes were also enriched for interactions, which suggested that certain promoter interactions are preformed rather than induced by enhancer activation. Furthermore, these interactions significantly overlapped with *cis*-regulatory regions (DNase I hypersensitive sites, gene promoters, enhancers and CpG islands) defined using mouse ENCODE data^41^ (Fig. 4h). The presence of H3K27ac in promoters and enhancers is associated with gene transcription, thus, we also tested for the intersection of H3K27ac enrichment with promoter-interacting regions (PIRs). 

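Genes with an H3K27ac locus at a distal end were set against genes without one, within 3 classes of the number of interactions. Above 1 interaction, the number could still differ between the compared genes of a class. The loci were those with a peak in at least 2 of the 3 samples of the diet. With 1 interaction, the mean log2(TPM + 1) on LD was 2.81 in 1359 genes with H3K27ac and 1.44 in 1338 without, and on CD 2.63 in 1378 genes and 1.39 in 1328. With 2 to 5 interactions, it was 2.74 (3587 genes) and 1.26 (1399 genes) on LD, and 2.68 (3434 genes) and 1.17 (1399 genes) on CD. Above 5 interactions, it was 2.72 (6616 genes) and 0.94 (787 genes) on LD, and 2.74 (6322 genes) and 0.85 (833 genes) on CD. All 6 differences had a permutation p and a Benjamini-Hochberg adjusted p of 1e-05, the smallest they can be. A pseudocount of 0.1 in place of 1 moved the differences most, from a range of 1.24 to 1.89 to one of 2.08 to 3.17.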

Notably, those PIRs with H3K27ac enrichment were significantly associated with increased gene expression, supporting models stipulating that promoter contacts with active enhancers upregulate gene expression (Fig. 4i). These data established an atlas of promoter interactions in liver under differing dietary regimens including adaptation to obesity and metabolic stress.

### Altered promoter contacts at differentially expressed genes

To understand whether metabolic adaptation to diet altered promoter looping events in liver, we used edgeR^38^ to identify differences in chromatin interaction patterns. 

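In the lists of called interactions, 45893 of the union were on the LD list alone and 44488 on the CD list alone, which is a difference in calls and not a test of contact frequency. At Elovl6, 33 interactions were called on LD and 39 on CD, of which 32 were shared, 1 was on LD alone and 7 were on CD alone. Ldlrad4, the example of Fig. 4b, had 72 on LD and 69 on CD, of which 65 were shared, with a log2 fold change in expression of -0.16 (adjusted p = 0.381 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Interactions on 1 diet alone reached 2041 called genes on LD, 55.2% of them higher on LD, and 1922 on CD, 46.7% of them higher on CD. These shares are to be read against all 3396 called genes, of which 1875 were higher on LD and 1521 on CD.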

We identified 1962 rewired promoter interactions (*N* = 195691, *p* < 0.001); 705 were increased in frequency in lipid-rich diet and 1257 were more frequent in animals on carbohydrate-rich diet (Fig. 5a, b, Supplementary Data 3c). The interactions that were altered overlapped with 109 and 228 DEGs, respectively. Gene Ontology (GO) analysis indicated DEGs with carbohydrate-rich diet-induced promoter interactions were enriched in metabolism-related pathways, including small molecular metabolic process, lipid metabolism, and carboxylic acid metabolic process (Fig. 5c). DEGs with lipid-rich diet-induced promoter interactions were enriched in cell motility, regulation of transmembrane transport, and positive regulation of cell communication (Fig. 5d). This set of pathways indicates the potential role of promoter interactions in a broad spectrum of cellular metabolic events.

**Fig. 5:**
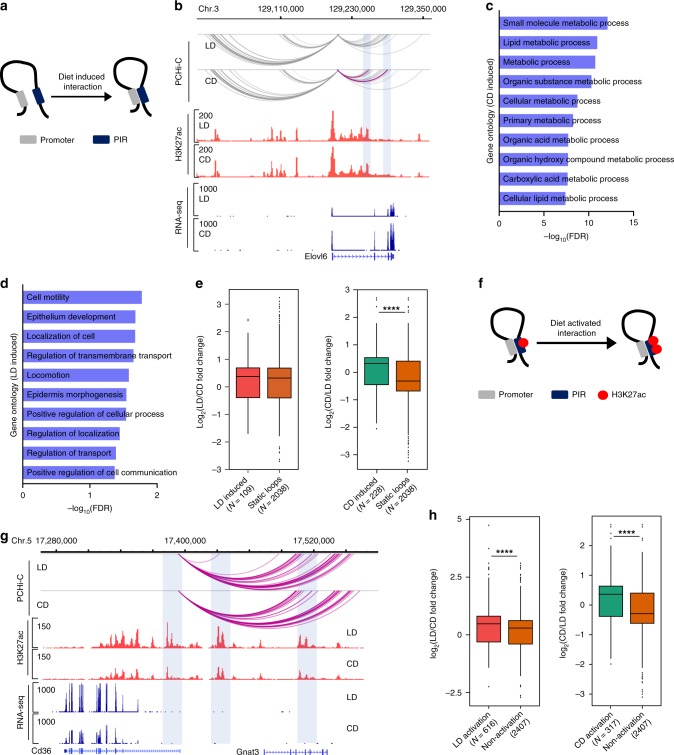
Promoter interactions rewired by diet. **a** A schematic of diet-induced interactions. **b** Example of interactions with increased in frequency under carbohydrate-rich diet (CD). Interactions with CHiCAGO score > 5 were in gray color and red color indicated significantly increased interaction identified by EdgeR. **c**, **d** Gene ontology analysis of rewired interactions in CD and lipid-rich diet (LD). **e** Box and whisker plots showing changed gene expression as a function of diet-induced promoter interactions. Box denotes 25th to 75th percentile, horizontal bar is median, whiskers extend to 1.5*IQR beyond the box. **f** A schematic of diet-induced activation at promoter–enhancer interactions. **g** Genome browser view of transcript abundance (lower panels), H3K27ac (middle panels), and promoter interactions at the *CD36/Gnat3* locus. Interactions with CHiCAGO score > 5 were in red color. **h** Box and whisker plots showing altered gene expression as a function of diet at loci with activated enhancers. Box denotes 25th to 75th percentile, horizontal bar is median, whiskers extend to 1.5*IQR beyond the box. Significance is indicated (Mann–Whitney U test). ∗∗∗∗*p* < 0.0001.

We next asked whether rewiring promoter interactions contributes to altered gene expression. Compared with the DEGs associated with static loops, we found that only the promoter/enhancer interactions responsive to carbohydrate-rich diet significantly associated with increases in gene expression (Mann–Whitney U test, *p* < 0.0001) (Fig. 5e). 

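From the lists, called genes with interactions on 1 diet alone and none on the other alone were compared with 179 called genes whose interactions were all shared. The mean log2 fold change of these 179 genes was 0.35, and 58.1% of them were higher on LD. The 528 called genes with interactions on LD alone had a mean log2 fold change of 0.28, a difference of -0.07 (permutation p = 0.402, Benjamini-Hochberg adjusted p = 0.459 over 8 tests), and 59.7% were higher on LD. The 409 called genes with interactions on CD alone had a mean of 0.15, a difference of -0.20 towards CD (permutation p = 0.0275, adjusted p = 0.0733), and 47.9% were higher on CD. Neither difference passed the correction over the 8 tests of this kind. With a score of at least 10 in place of 5, the difference on LD was -0.18 (permutation p = 0.0204) and that on CD -0.07 (permutation p = 0.377).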

Taken together, our findings demonstrate that rewiring of promoter interactions contributes to transcriptional regulation of metabolic genes and may be diet dependent.

### Preformed promoter–enhancer interactions

An enhancer usually regulates a distal gene through physically connecting to the gene’s promoter. To understand whether the activity status (using H3K27 acetylation as a proxy) of the enhancers identified as interacting with a given promoter in our capture Hi-C data reflected gene expression, we examined the overlap of the distal end of promoter interactions with H3K27ac differentially enriched loci, regardless of whether the number of contacts changed with condition. We discovered 4449 promoter–enhancer interactions in which H3K27ac was differentially enriched in lipid-rich diet and 2003 cases where this mark was enriched in carbohydrate-rich diet (Fig. 5f, g, Supplementary Data 3c). 

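Of the interactions called on either diet, 1537 had an LD-only H3K27ac locus at the distal end and 413 a CD-only one. With loci in at least 2 samples of one diet and none of the other, the numbers were 4152 and 1431. At Cd36, on chromosome 5 from 17287508 to 17394777, 23 interactions were called on LD and 19 on CD, of which 18 were shared, and 0 had an LD-only H3K27ac locus at the distal end, also with loci in at least 2 samples. The transcript of Cd36 had 414 ± 97.8 CPM on LD and 111 ± 29.4 CPM on CD (SD, n = 5 each). Its log2 fold change was 1.89 (standard error 0.191, adjusted p = 3.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every LD mouse above every CD mouse. Gnat3, its neighbour from 17468388 to 17525486, held 4 counts over the LD libraries and 0 over the CD libraries and was not tested; 7 interactions were called on LD and 10 on CD, of which 4 were shared, and 0 had an LD-only H3K27ac locus at the distal end, or 2 with loci in at least 2 samples.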

The promoter–enhancer interactions with H3K27ac enrichment that were altered overlapped with 616 and 317 DEGs, respectively. 

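The interactions with an LD-only H3K27ac locus at the distal end reached 199 called genes, of which 123 (61.8%) were higher on LD. Those with a CD-only locus reached 60 called genes, of which 35 (58.3%) were higher on CD. With loci in at least 2 samples, the numbers of called genes were 476 and 206.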

Next, we considered how gene expression changes as a function of the altered activity of enhancers. 

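Called genes with a diet-only H3K27ac locus at a distal end were compared with 2378 called genes with interactions but without such a locus, whose mean log2 fold change was 0.23 and of which 54.6% were higher on LD. For LD-only loci, 191 genes had a mean of 0.34, a difference of 0.11 (permutation p = 0.127, Benjamini-Hochberg adjusted p = 0.169 over 8 tests), and 62.8% were higher on LD. For CD-only loci, 52 genes had a mean of -0.04, a difference of -0.26 (permutation p = 0.0527, adjusted p = 0.0843), and 57.7% were higher on CD. Both differences lay in the direction of the diet with the locus, and neither passed the threshold. Over all tested genes in place of called genes, the differences were 0.05 (permutation p = 0.0152) and -0.09 (permutation p = 0.0192). Leaving out CD replicate 2 of the H3K27ac samples gave 0.13 (permutation p = 0.0405) for LD-only loci, and leaving out LD replicate 1 gave -0.43 (permutation p = 3e-05) for CD-only loci. Without CD replicate 3 the difference for LD-only loci was 0.00802 (permutation p = 0.902), and without CD replicate 2 that for CD-only loci was -0.07 (permutation p = 0.449). With loci in at least 2 samples of one diet, LD-only loci gave -0.02 (permutation p = 0.746), and at a score of at least 10 the 13 genes with CD-only loci gave 0.16 (permutation p = 0.554), both in the opposite direction.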

As shown in Fig. 5h, DEGs where the promoter interacts with an acetylated enhancer were upregulated, regardless of diet (Mann–Whitney U test, *p* *<* 0.0001). We note that the number of promoter–enhancer loops in which activation status of the enhancer changes (6452) in a preformed loop greatly exceeds the number of new loops formed following a change in conditions (1962). These findings suggest that activation of enhancers already interacting with a promoter represents an important mode of distal gene regulation during metabolic stress (Fig. 5f).

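Of the interactions with an LD-only H3K27ac locus at the distal end, 890 (57.9%) were called on both diets, and of those with a CD-only locus, 240 (58.1%) were. From the number of loops whose enhancer changes in activity against the number of loops that change in frequency, the paper proposes that the activation of enhancers already in contact with a promoter is a mode of distal gene regulation during metabolic stress.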

### Transcriptome analysis links Hnf4α to metabolism

To evaluate which transcription factor binding events were involved in gene expression changes, we performed motif analysis in the gene promoters. Using HOMER, we observed enrichment of several TF motifs at the DEG promoters (Fig. 6a), including Hnf4α. HNF4α, which is a signal responsive transcription factor, has an important role in regulating lipid metabolism and is activated by lipid ligands^42^. We previously found that Hnf4α serves as a modulator to regulate the epigenome and gene expression during diet-induced obesity in the colon^10^. 

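Hnf4a, on chromosome 2 of mm9 from 163332593 to 163398643, had 399.8 ± 34.7 CPM on LD and 478 ± 19.3 CPM on CD (SD, n = 5 each), a log2 fold change of -0.26 (standard error 0.0734, adjusted p = 0.0192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fold change lay under the minimum of 1.2, so that the gene was not among the calls here. The mice of the diets overlapped, with 458.9 CPM in LD replicate 4 and at most 397.1 CPM in the other LD mice, and without this mouse the gene was called with a log2 fold change of -0.31. In TPM, the means were 162.6 ± 13.5 on LD and 184.6 ± 12.6 on CD (two-sided exact permutation p = 0.048, n = 5 each).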

Since Hnf4α itself was differentially expressed in our system, we first validated its expression by qPCR and immunoblotting (Fig. 6b). We observed downregulation of Hnf4α at the protein and mRNA levels in obese animals. As the lipid-rich diet used in this study contains ~3% by weight C18 polyunsaturated fatty acids including linoleic acid (USDA, National Nutrient Database for Standard Reference https://ndb.nal.usda.gov/ndb/foods/) a known ligand for HNF4α^43^, downregulation of HNF4α protein is potentially consistent with the increased turnover noted with other nuclear receptors upon ligand binding^44^. We do not at this time understand downregulation of HNF4α mRNA. Next, we performed ChIP-seq to understand how Hnf4α localization responds to obesity (2 animals per group). 

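Hnf4α, a nuclear receptor that binds DNA, was profiled by ChIP-seq in livers of 2 LD and 2 CD mice, each with an input library. The authors called peaks in each sample with HOMER against the input and deposited a list per sample. The paper's supplement gives 40251112 and 27695957 unique read pairs for the LD libraries and 26195899 and 31080914 for the CD libraries. The deposited peak lists, however, record the same total of tags for all 4 Hnf4α libraries. The unequal numbers of read pairs are therefore not the totals behind the lists. The lists held 46335 and 44222 peaks on LD and 35122 and 47960 on CD, and 14.1%, 12.9%, 8.01% and 17.7% of the tags lay in them. Loci were merged over the 4 samples and kept when at least 2 samples had a peak. A locus is called LD-only or CD-only here when both samples of that diet and neither of the other had a peak. With 2 mice against 2, an exact permutation test across mice cannot give a p-value under 0.33, and loci are not independent replicates. The choices that could change the numbers are the peaks kept per sample and the overlap rule.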

Peak calling was done by HOMER and resulted in 45,830 peaks in carbohydrate-rich diet and lipid-rich diet. 

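Merging the 4 lists gave 45827 loci, of which 23331 (50.9%) had a peak in all 4 samples.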

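Of the 45827 merged Hnf4α loci, 98.84% lay within 500 kb of a TSS, at a median distance of 19.8 kb.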

Most of the peaks were located (within 500 kb) near a TSS. We compared the differentially enriched Hnf4α binding regions across condition (*N* = 4384, FDR < 0.05, fold change > 1.5) and identified 3222 peaks more enriched in lipid-rich versus carbohydrate-rich diet and 1161 peaks with the opposite enrichment (Fig. 6c, Supplementary Data 4a). 

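By presence, 3430 loci were LD-only and 1815 CD-only. The counts followed the number of peaks taken per sample: with the 20000 highest peaks of each sample they were 1304 and 1168, and with the peaks above each list's median 1701 and 710. The median distance to a TSS was 24.8 kb for LD-only and 9.97 kb for CD-only loci.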

The identification of more Hnf4α enriched peaks in obese animals on the lipid-rich diet is consistent with the activation of Hnf4α by lipid ligands, similar to the increase DNA binding activity of other nuclear receptors in the presence of ligand^45^. 

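The height of a peak is the authors' tag count, scaled by them to a common library size, and is used only within its own list. In each of the 4 lists, peaks at H3K27ac loci were higher than those outside: the medians were 25.2 and 8.00 in LD replicate 1, 25.0 and 8.25 in LD replicate 2, 18.2 and 5.75 in CD replicate 1, and 27.5 and 8.50 in CD replicate 2. Among diet-only Hnf4α loci that overlapped a diet-only H3K27ac locus, 89 were LD-only in both and 14 CD-only in both, while 7 LD-only Hnf4α loci met a CD-only H3K27ac locus and 3 CD-only Hnf4α loci an LD-only one. The odds ratio was 59.3 (Fisher's exact test, two-sided, p = 2.34e-10). These overlaps made up 2.59% of LD-only and 0.771% of CD-only Hnf4α loci. With H3K27ac loci in at least 2 samples, the odds ratio was 28.5, and with the 20000 highest Hnf4α peaks, 459.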

We also observed that Hnf4α binding was higher at sites that were enriched for H3K27ac, and lower at sites that were marked by lower levels of H3K27ac (Fig. 6d). These data indicated that activated Hnf4α was localized at activated promoter or enhancer loci. 

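Lcn2, on chromosome 2 of mm9 from 32240157 to 32243259, had 27.9 ± 4.44 CPM on LD and 1.38 ± 0.628 CPM on CD (SD, n = 5 each), a log2 fold change of 4.32 (standard error 0.242, adjusted p = 9.51e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every LD mouse above every CD mouse. Of the Hnf4α loci within 20000 bp of Lcn2, the one from 32243256 to 32243566 had a peak in all 4 samples, and the one from 32251067 to 32251336 in both LD samples and in 1 CD sample. H3K27ac covered 19.6%, 22.4% and 18.3% of the region around Lcn2 on LD and 16.4%, 20.2% and 15.5% on CD. Around Adgrf1, all 5 Hnf4α loci had peaks on both diets.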

Examples of Hnf4α peaks specific to lipid-rich and carbohydrate-rich diet-induced genes are shown in Fig. 6e, f.

**Fig. 6:**
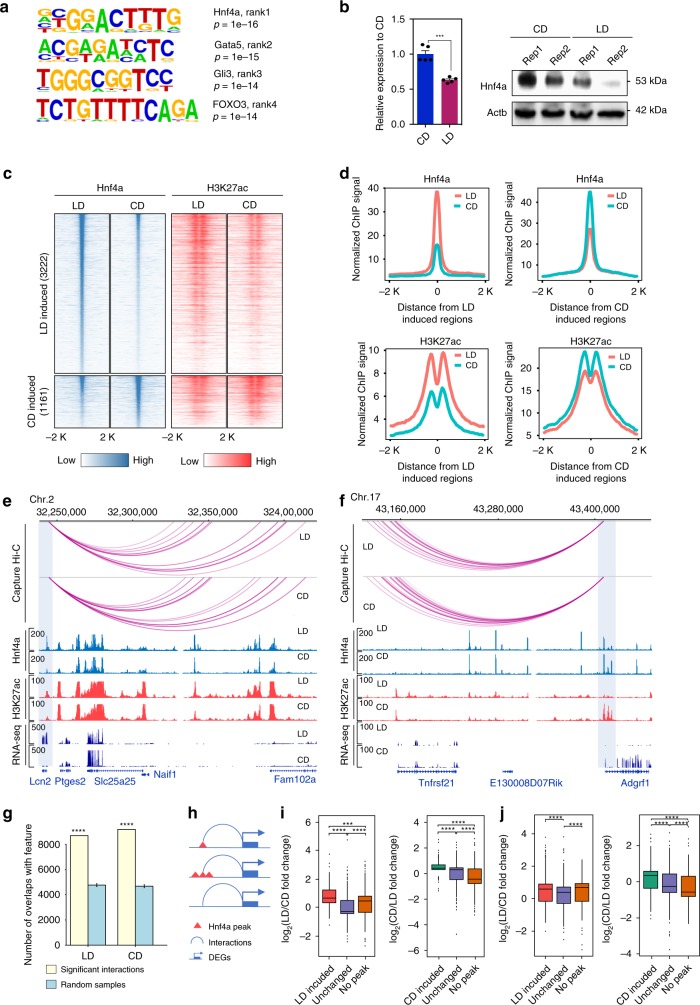
Transcriptome analysis links Hnf4α to regulation of metabolism genes in NAFLD. **a** Motifs enriched in the promoters of differentially expressed genes. **b** Abundance of Hnf4α at the transcript (left panel) and protein levels (right panel) in carbohydrate-rich diet (CD) or lipid-rich diet (LD) group. The column graph depicts mean and SEM (*n* = 5 animals). Significance is indicated (two-tailed *t* test). **c** Heatmap of Hnf4α differentially bound regions. Acetylation status at the same loci is indicated in the right-hand panel. **d** Metagene plot of Hnf4α and H3K27ac signal at differentially bound regions. **e**, **f** Example of differential binding of Hnf4α and acetylation at H3K27 at the *Lcn2* and *Adgrf1* loci. Regions with differential Hnf4α binding are indicated with blue shading in the figure. **g** Overlap of Hnf4α with the distal end of promoter/enhancer interactions compared with random samples. Significance is indicated in the figure (Chi square test). **h** Schematic overview of diet-induced Hnf4α binding at interactions. **i** Box and whisker plots showing changed gene expression as a function of diet-induced Hnf4α binding at promoter interactions. Box denotes 25th to 75th percentile, horizontal bar is median, whiskers extend to 1.5*IQR beyond the box. **j** Box and whisker plots showing changed gene expression as a function of diet-induced Hnf4α binding near a TSS (+/−50 kb). Box denotes 25th to 75th percentile, horizontal bar is median, whiskers extend to 1.5*IQR beyond the box. Significance (Mann–Whitney U test) is indicated in the figure. ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

Chromatin interactions can bring distal regulatory elements into close physical proximity of target gene promoters to regulate gene expression. We next leveraged our PCHi-C and Hnf4α ChIP-seq data to determine whether Hnf4α binding is accompanied by dynamic promoter interaction events. We observed that interactions at the distal end of promoter interactions overlapped with Hnf4α binding (Chi square test, *p* < 0.0001) (Fig. 6g), which suggests that Hnf4α binds to sites of promoter interactions. 

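On LD, the distal end overlapped an Hnf4α locus in 22269 of 151095 interactions (14.74%, 95% interval 14.56% to 14.92%), and on CD in 23370 of 149700 (15.61%, 15.43% to 15.8%). As a control matched for distance, each distal end was mirrored to the other side of its bait, which gave 10.35% on LD and 9.84% on CD, so that the ratios were 1.42 and 1.59. Placement at random on the chromosome, the alternative that moved the ratios most, gave 6.12% and 6.04%, with ratios of 2.41 and 2.58.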

We next considered Hnf4α binding at genes whose promoters had interactions with changes in occupancy (Fig. 6h). 

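Called genes with a diet-only Hnf4α locus at the distal end of an interaction were compared with 1900 called genes with interactions but without such a locus, whose mean log2 fold change was 0.25 and of which 55.9% were higher on LD. For LD-only loci, 293 genes had a mean of 0.22, a difference of -0.03 (permutation p = 0.596, Benjamini-Hochberg adjusted p = 0.596 over 8 tests), and 56.0% were higher on LD. For CD-only loci, 269 genes had a mean of 0.11, a difference of -0.13 (permutation p = 0.037, adjusted p = 0.074), and 52.8% were higher on CD. Neither passed the correction. With the 20000 highest peaks of each sample, the difference for CD-only loci was 0.02 (permutation p = 0.786), in the opposite direction. With 1 Hnf4α library left out, it was between -0.13 and -0.0227 for CD-only loci, the latter without LD replicate 1, and between -0.0911 and -0.000559 for LD-only loci; no p is given for these.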

In agreement with previous findings, the DEGs that showed gains in Hnf4α peaks at the distal end of sites of promoter interactions also showed upregulated gene expression (Mann–Whitney U test, *p* *<* 0.0001, Fig. 6i). To extend our analysis and understand the relationship between differential Hnf4α binding and gene expression, we also assigned the condition-enriched Hnf4α binding sites to the nearest DEGs (TSS+/−50 kb). We found that DEGs with condition-induced Hnf4α binding had significantly higher expression than DEGs with unchanged Hnf4α binding (Mann–Whitney U test, *p* *<* 0.0001, Fig. 6j).

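Within 50 kb of the TSS, 657 called genes had an LD-only Hnf4α locus and none of the other kind, 441 a CD-only locus, and 2069 neither. The mean log2 fold change was 0.37 for LD-only loci, -0.01 for CD-only loci and 0.24 for neither. Of the genes with neither, 55.8% were higher on LD. The difference was 0.13 for LD-only loci (permutation p = 0.00624, Benjamini-Hochberg adjusted p = 0.025 over 8 tests), with 64.5% of genes higher on LD, and -0.25 for CD-only loci (permutation p = 1e-05, the smallest it can give, adjusted p = 8e-05), with 58.3% higher on CD. Without LD replicate 2 of the Hnf4α samples, the difference for LD-only loci was -0.00422, without LD replicate 1 it was 0.03, without CD replicate 1 0.14 and without CD replicate 2 0.08; no p is given, since a diet is then left with 1 sample. With the 20000 highest peaks of each sample, the differences were 0.26 (permutation p = 2e-05) and -0.28 (permutation p = 1e-05), and within 10 kb of the TSS 0.29 (permutation p = 0.00018) and -0.33 (permutation p = 1e-05), for LD-only and CD-only loci. The same calculation was made for the loci found in each other pair of the 4 samples alone. The differences were -0.17 for LD replicate 1 and CD replicate 1 (723 loci, permutation p = 0.0253), -0.08 for LD replicate 2 and CD replicate 2 (2574 loci, permutation p = 0.0641), -0.15 for LD replicate 1 and CD replicate 2 (2935 loci, permutation p = 0.00029) and 0.05 for LD replicate 2 and CD replicate 1 (573 loci, permutation p = 0.618).

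**Figure D3:**
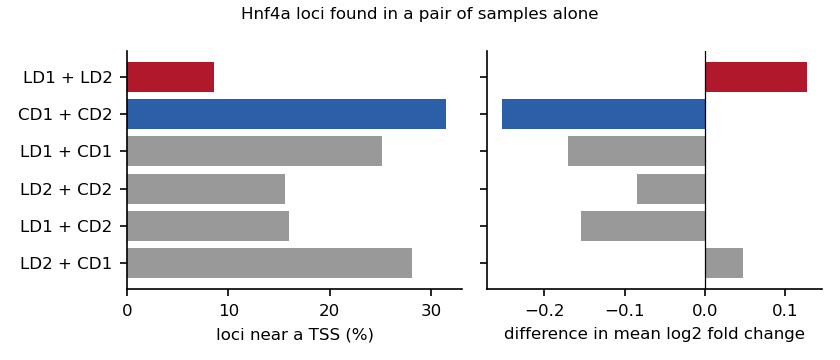
For the Hnf4α loci found in both samples of a pair and in neither of the other samples, the share near a TSS (left, %) and the difference in mean log2 fold change (LD over CD) between called genes within 50 kb of such a locus and those without (right). Red is the pair of LD samples, blue the pair of CD samples and grey the pairs of an LD and a CD sample.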

### Hnf4α binding with additional transcription factors

Although we identified around 4000 Hnf4α binding sites that were changed, this number only represents about 10% of the genome-wide binding sites for Hnf4α. 

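The LD-only loci were 7.48% of all Hnf4α loci and the CD-only loci 3.96%.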

Of all Hnf4α binding sites, 79% are co‐localized with loci enriched for H3K27ac, which is marker of active promoters and enhancers (Fig. 7a). These data suggest that most of the identified Hnf4α‐bound regions in liver are active elements or open chromatin that exist in both conditions and are not readily changed. 

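Of the Hnf4α loci, 36125 (78.83%, 95% interval 78.45% to 79.2%) overlapped an H3K27ac locus, against 8.96% ± 0.13 (SD) in 1000 random placements on the same chromosome, of which 0 reached the observed share. The share was 94.73% for the 20000 highest peaks of each sample, the alternative that moved it most, and 67.23% for H3K27ac loci present in all 6 samples. Of the LD-only Hnf4α loci, 53.06% overlapped H3K27ac, and of the CD-only loci, 81.1%. From the overlap, the paper proposes that most Hnf4α-bound regions of the liver are active elements or open chromatin present on both diets and not readily changed.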

Since such a large percentage of Hnf4α binding sites are stable, we hypothesized that Hnf4α may interact functionally with other transcription factors during metabolic stress. To test our hypothesis, we used HOMER^46^ to determine which transcription factor binding motifs were present in these Hnf4α bound activated regions. 

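The HNF4 consensus CAAAGTCCA was searched in the central 200 bp of the Hnf4α loci that overlap H3K27ac, and in flanks 1000 bp away. It occurred in 1625 of 36116 centres (4.50%) and in 0.280% of flanks, a ratio of 16.1. In all Hnf4α loci, the shares were 5.12% and 0.280%, a ratio of 18.2. A single consensus without mismatches finds only part of the binding sites.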

As expected, among 36,125 Hnf4α-bound activated regions, the most significantly enriched consensus motif is that for HNF4α. Interestingly, the second most common motif is that for the basic leucine zipper domain (bZIP) family of transcription factors, which includes the C/EBP family (Fig. 7b). 

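In the same centres, the C/EBP consensus TTRYRYAA occurred in 9.53% against 4.44% of flanks, a ratio of 2.15. Over all Hnf4α loci, with or without H3K27ac, the ratio was 3.98 (17.7% of centres) where the locus also held a C/EBPα locus. It was 1.09 (4.96%) where the locus held none.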

C/EBPs are a family of six CCAAT/enhancer binding proteins, among which C/EBPα and C/EBPβ are most widely expressed and studied^47^. 

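Cebpa, on chromosome 7 from 35904312 to 35906951, had 229.9 ± 15.9 TPM on LD and 261.2 ± 17.9 TPM on CD (SD, n = 5 each; two-sided exact permutation p = 0.0079, the smallest that 5 mice against 5 allow). Its log2 fold change from the counts was -0.26 (standard error 0.0760, adjusted p = 0.0221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just under the minimum fold change of 1.2. DESeq2 (-0.26, adjusted p = 0.0034) and 5 of the 10 fits that left out 1 mouse called it, the largest change being -0.30 without LD replicate 4. Cebpb, on chromosome 2 from 167514415 to 167515932, had 46.0 ± 8.95 TPM on LD and 36.2 ± 6.43 TPM on CD (SD, n = 5 each; two-sided exact permutation p = 0.079), with a log2 fold change of 0.27 (standard error 0.142, adjusted p = 0.173). The ratio of Cebpa to Cebpb in TPM lay between 4.04 and 9.52 over the 10 mice.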

Compared with C/EBPβ, C/EBPα is more abundant and its expression changes in our RNA-seq data (Supplementary Data 1). Thus, we focused on investigating further the location and interactions of C/EBPα.

**Fig. 7:**
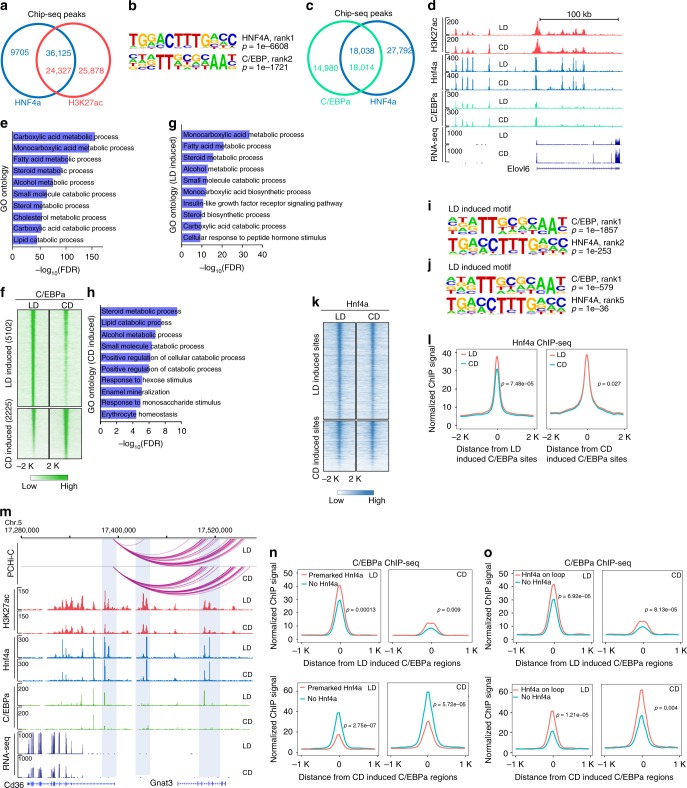
Hnf4α frequently co-binds with C/EBPα. **a** Overlap between Hnf4α and H3K27ac sites, regardless of diet conditions. **b** Motifs enriched in overlapping regions of Hnf4α and H3K27ac. **c** Overlap between Hnf4α and C/EBPα binding sites, regardless of diet. **d** The genome browser shot provides an example of colocalization of Hnf4α and C/EBPα binding at the *Elovl6* locus. **e** GO analysis of Hnf4α and C/EBPα overlapping regions. **f** Heatmap of C/EBPα signal at diet-induced differentially bound regions. **g**, **h** GO analysis of C/EBPα differentially bound regions. **i**, **j** Motifs enriched at C/EBPα differentially bound regions. **k** Heatmap of Hnf4α and H3K27ac signal at C/EBPα differentially bound regions. **l** Metagene plot of Hnf4α signal at C/EBPα differentially bound regions. **m** Example of Hnf4α binding at a promoter interaction site as a bookmark for C/EBPα. **n** Metagene plot of C/EBPα at differentially bound regions with or without premarked Hnf4α. **o** Metagene plot of C/EBPα at differentially bound regions with or without premarked Hnf4α at promoter interactions. Significance (Mann–Whitney U test) is indicated in the figure.

To validate the motif results, we performed C/EBPα ChIP-seq (2 animals per group) and found 55% of C/EBPα peaks colocalized with Hnf4α in liver (Monte-Carlo simulation, *N* = 10000, *p* *<* 0.0001, Fig. 7c, d). 

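C/EBPα was profiled in livers of 2 LD and 2 CD mice, and the authors called peaks with HOMER as for Hnf4α. The paper's supplement gives 13717964 and 18401318 unique read pairs on LD and 15569180 and 20838627 on CD. The deposited peak lists record the same total of tags for every C/EBPα library, so that these numbers are not the totals behind the lists. The lists held 38249 and 39275 peaks on LD and 41680 and 46331 on CD, with 6.80%, 7.51%, 10.1% and 7.50% of the tags in them, and were merged into 32983 loci present in at least 2 samples. Of these loci, 18004 (54.59%, 95% interval 54.05% to 55.12%) overlapped an Hnf4α locus, against 10.5% in 1000 placements of the loci within H3K27ac loci (highest 11.05%), a ratio of 5.2, and 0 of the placements reached the observed share. Placement over the whole chromosome, which is less strict by construction, gave 1.07% and a ratio of 51.1. Among C/EBPα loci inside H3K27ac loci, 15596 of 24901 (62.63%) overlapped Hnf4α. The share was 42.82% with the 20000 highest peaks of each sample and 46.06% when peak centres had to lie within 100 bp of each other. At Elovl6, all 9 C/EBPα loci within 20000 bp had peaks on both diets, while 2 of 16 Hnf4α loci, from 129254563 to 129254785 and from 129317168 to 129317382, were CD-only. Of the 7 H3K27ac loci around Elovl6, the one from 129338600 to 129340799 had a peak in all 3 CD samples and in no LD sample.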

Analysis of overlapped regions by GREAT revealed that co-bound sites were enriched in genes involved in a variety of metabolic pathways, including carboxylic acid metabolism, fatty acid metabolism, steroid metabolism, and lipid catabolism (Fig. 7e). Next, we sought to understand how C/EBPα binding changes with diet and to identify the differentially bound sites (*N* = 7327, FDR < 0.05, fold change > 1.5). Using the same cutoff criteria as for Hnf4α, we observed 7327 differentially bound sites including 5102 more enriched in lipid-rich diet and 2225 sites more enriched in carbohydrate-rich diet (Fig. 7f, Supplementary Data 4b). 

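By presence, 5040 C/EBPα loci were LD-only and 1720 CD-only. With the 20000 highest peaks of each sample the counts were 2703 and 1740, and with the peaks above each list's median 2279 and 2180.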

GO analysis suggested that C/EBPα differentially bound sites were also enriched in metabolism-related pathways regardless of condition (Fig. 7g, h). Motif analysis of C/EBPα differentially bound sites also indicated an increased presence of the Hnf4α motif in both conditions (Fig. 7i, j). 

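The HNF4 consensus occurred in 87 LD-only C/EBPα loci (1.73% of centres against 0.278% of flanks, a ratio of 6.21) and in 18 CD-only loci (1.05% against 0.291%, a ratio of 3.60). Over all C/EBPα loci, the ratio was 6.32. The C/EBP consensus itself occurred in 22.6% of all centres and 4.54% of flanks.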

To investigate whether Hnf4α interacts with C/EBPα, we also examined the Hnf4α binding signal at C/EBPα differentially bound sites (Fig. 7k). Metagene plots indicated that Hnf4α signal was higher at differentially C/EBPα enriched regions, suggesting that, at a minimum, Hnf4α is always present at these sites (Fig. 7l). 

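An Hnf4α locus overlapped 46.49% of LD-only and 26.74% of CD-only C/EBPα loci. In each Hnf4α list, the median height of peaks at LD-only C/EBPα loci was compared with that of the list's other peaks. The ratio was 1.24 and 1.19 in the LD lists and 1.15 and 1.22 in the CD lists. At CD-only C/EBPα loci, the ratio was 1.20 and 1.08 in the LD lists and 1.09 and 1.05 in the CD lists. All 8 ratios were above 1.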

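Around Cd36, 1 of 5 C/EBPα loci was LD-only (17349243 to 17349493) and 1 was CD-only (17355426 to 17355754). Of 6 Hnf4α loci, 1 was LD-only (17387377 to 17387595), and next to it an H3K27ac locus from 17388400 to 17390399 had a peak in 2 of 3 LD samples and in no CD sample. H3K27ac covered 30.8%, 31.0% and 33.1% of the gene and 20000 bp on either side on LD, and 17.4%, 18.3% and 24.2% on CD. Around the neighbouring Gnat3, 1 of 3 C/EBPα loci, from 17505903 to 17506163, was LD-only.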

One example for our model is presented in Fig. 7m where the fatty acid translocase *CD36* exhibits diet dependent alterations in C/EBPα binding and histone acetylation. To test our hypothesis, we divided the diet-induced C/EBPα binding sites into two categories: sites with Hnf4α or sites without Hnf4α. We observed that co-binding of C/EBPα with Hnf4α significantly changes the binding magnitude of C/EBPα in a condition-dependent manner (Fig. 7n). 

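In each C/EBPα list, the median height of the diet-only peaks at an Hnf4α locus was divided by that of the diet-only peaks without one. In the LD lists the medians were 12.5 and 10.5 in replicate 1 (2316 and 2724 peaks, ratio 1.19) and 14.5 and 11.5 in replicate 2 (2322 and 2718 peaks, ratio 1.26). In the CD lists they were 15.0 and 10.0 in replicate 1 (452 and 1268 peaks, ratio 1.50) and 11.0 and 9.00 in replicate 2 (454 and 1266 peaks, ratio 1.22). The direction was the same in all 4 lists, and the difference between the CD replicates was larger than that between the diets. Over all C/EBPα peaks in place of the diet-only ones, the ratios were 2.06, 2.11, 3.00 and 2.80.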

We also found promoter-interacting regions where co-binding with Hnf4α significantly increased the C/EBPα binding signals at diet-induced C/EBPα binding sites in both conditions (Fig. 7o). These data suggest that Hnf4α is frequently found at promoter-interacting regions where it frequently co-binds with C/EBPα to regulate gene expression during metabolic adaptation to diet (Fig. 8).

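At distal ends of promoter interactions, diet-only C/EBPα peaks at an Hnf4α locus were again the higher ones in each list. The ratio was 1.19 (765 and 981 peaks) and 1.22 (764 and 982 peaks) in the LD lists, and 1.35 (186 and 434 peaks) and 1.26 (187 and 432 peaks) in the CD lists. From the higher C/EBPα signal with Hnf4α at these regions, the paper proposes that Hnf4α is frequently found at promoter-interacting regions, where it co-binds with C/EBPα to regulate gene expression during metabolic adaptation.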

**Fig. 8:**
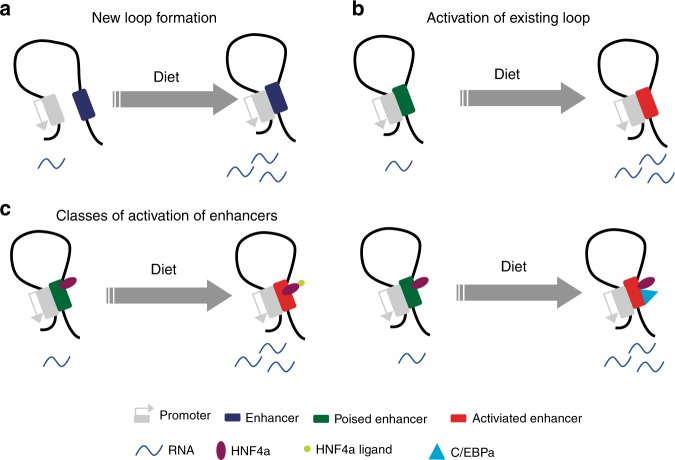
Promoter/enhancer interactions during metabolic adaptation to diet. **a**, **b** Diet-induced differential gene expressions involves two types of promoter–enhancer interactions: de novo formation of promoter–enhancer interactions (**a**); activation of preformed promoter–enhancer interactions (**b**). **c** Enhancer activation can occur through multiple mechanisms. Nuclear receptors, including Hnf4α, can be activated by ligand binding, leading to local increases in histone acetylation and enhancer function (left panel). Alternatively, lineage-specifying transcription factors, including HNF4α, can bind constitutively at signal responsive enhancers and co-bind with other transcription factors, such as C/EBPα to regulate metabolism-related genes (right panel).

## Discussion

Nonalcoholic fatty liver disease (NAFLD) is one of several obesity-related diseases that is part of an emerging epidemic of metabolism-based pathologies^26^. NAFLD is characterized by fat accumulation in hepatocytes and comprises a spectrum of histopathologic abnormalities ranging from simple steatosis through steatohepatitis to fibrosis and cirrhosis^2^. In a sense, NAFLD and associated pathologies can be considered as an extreme case of the spectrum of metabolic adaptation to diet which is an evolutionary necessity for animals. Here, we demonstrate that animals placed on extreme diets (an energy rich diet high in lipid, a less caloric diet rich in carbohydrate) for chronic periods exhibit alterations at the physiologic, cellular, and molecular levels. Animals consuming excess calories from a diet rich in lipid exhibit extreme weight gain at both the whole-animal level as well as in specific tissues including liver and adipose. Physiologic measures such as fasting serum hormone levels, serum lipid levels, glucose, or insulin tolerance, and measures of energy expenditure and respiration, are likewise aberrant. In addition, chronic consumption of a lipid-rich diet leads to visible accumulation of lipid droplets in liver, to increased size of adipocytes and to accumulation of liver enzymes in serum, indicative of hepatocyte damage. These multi-system changes reflect adaptation of metabolism and physiology of the animal to an extreme diet. Not surprisingly, the chronic consumption of extreme diet and the adaptive responses described above are accompanied by molecular alterations in hepatocytes underlying dramatic remodeling of the transcriptome. Our results define physiologic responses leading to dynamic activation of pre-existing promoter–enhancer interactions and to formation of new enhancer/promoter loops (Fig. 8a, b). In the case of physiologic and metabolic adaptation to lipid-rich diet, activation of enhancers participating in preexisting interactions with promoter chromatin predominates; the responses to a carbohydrate-rich diet are more balanced.

That the metabolic response to different diets at the level of chromatin interactions differs is potentially reflective of the underlying biology. The liver response to carbohydrates is complex, but includes insulin signaling pathways that converge on the transcriptional responses mediated by the sterol regulatory element binding protein 1c (SREBP-1c). This transcription factor is sequestered in an inactive state outside the nucleus until signaling events mediate its nuclear accumulation at target genes, including a gene set differentially expressed in this study. We anticipate that such a mode of transcriptional regulation may be facilitated by the de novo creation of enhancer/promoter loops downstream of binding by SREBP-1c. In contrast, the hepatocyte transcriptome, in response to the many alterations in physiology initiated by chronic consumption of a lipid-rich diet involved differential expression of genes regulated by a pair of nuclear receptors, peroxisome proliferator-activated receptor alpha (PPARα) and hepatocyte nuclear factor 4 alpha (HNF4α). Both PPARα and HNF4α are constitutively localized to the nucleus and are activated by ligand binding. Preferential utilization of preformed promoter/enhancer loops by ligand-activated transcription factors may be reflective of a general feature of this class of transcription factors. Ligand availability for PPARα and HNF4α is expected to be modulated by diet, and potentially by the action of genes differentially expressed in this system such as the acyl-CoA thioesterases^25^. Thus, the transcriptional outcomes of adaptation to chronic consumption of lipid-rich diet likely feed forward to impact activation of master regulatory transcription factors governing the response.

In contrast to differential promoter/enhancer loops, we observed that higher-order chromatin organization, including A/B compartments and TAD boundaries, in liver is largely unchanged, even when comparing animals with such vastly different physiologic and metabolic profiles. Long-range chromatin architecture is closely associated with transcriptional programs in a cell-type-specific manner. Although our mouse model has dramatic physiologic and metabolic alterations, the observed liver phenotypes are reversible on removal of the lipid-rich diet^9^. In line with this notion, chromatin structure, as revealed by topologically associated domains, appears relatively stable in NAFLD^48^ despite the dramatic impact on the animal.

In hepatocytes, the balance between de novo lipogenesis (DNL) and fatty acid oxidation (FAO) maintains homeostasis. In NAFLD, cellular concentrations of fatty acids are higher than normal; only the oxidative conversion of fatty acids and a decrease in lipogenesis minimizes lipotoxicity in liver. Our gene expression data indicate that genes involved in FAO are upregulated and genes involved in DNL are downregulated (Fig. 2d, e). This finding suggested that NAFLD-induced steatosis was likely an early stage in a two-hit process of the development of NAFLD^49^, in which FAO and DNL still cooperate. Gene expression change during NAFLD development is likely mediated through effects on transcription factors. Using HOMER, we found that the Hnf4α binding motif was enriched in the promoter regions of DEGs, a finding validated by Hnf4α ChIP-seq. HNF4α is an orphan nuclear receptor involved in metabolic regulation with the potential to both activate and repress transcription^50,51^. In our study, we observed that nearly 80% of Hnf4α binding sites overlapped with H3K27ac enriched loci, which suggests that Hnf4α prefers to bind at regions of open chromatin. HNF4α is primarily located in the nucleus and the protein level of Hnf4α decreased with NAFLD, suggesting that Hnf4α might be activated by its ligands and relocated in the genome to modify gene expression in NAFLD.

Combining our PCHi-C data and Hnf4α ChIP-seq, we found that Hnf4α binding was enriched at the promoter-interacting regions (Fig. 6g) involved in regulation of gene expression (Fig. 6i, j). A previous study also reported that HNF4α could recruit additional cofactors to regulate gene expression^50^. In our study, around 90% of HNF4α binding sites were stable between carbohydrate-rich diet and lipid-rich diet group, which led us to hypothesize that Hnf4α co-binding with other transcription factors may play an important role in response to external stimuli and physiologic change. Motif analysis suggested that Hnf4α binding sites were also enriched for the binding motif of C/EBPα, another important transcription factor in metabolism. C/EBPα ChIP-seq data showed that more than half the binding sites overlapped with Hnf4α binding sites, suggesting they might work together to regulate gene expression. Importantly, we observed that more than 20% of C/EBPα binding sites were changed by different diets, which was more than the number of HNF4α sites that changed (10%). *CD36* is target gene of both HNF4α and C/EBPα, and the knockout of *CD36* protects against NAFLD during exposure to a lipid-rich diet^52^. We found that *CD36* expression was elevated under lipid-rich diet and showed an activated promoter–enhancer interaction. In the distal end of the interaction, HNF4α may function to act as a bookmark for C/EBPα, looping to the promoter of *CD36* to upregulate its expression. Collectively, these data are consistent with a model in which HNF4α premarks specific positions for C/EBPα to regulate metabolism genes (Fig. 8c).

In summary, our study presents an atlas of promoter interactions in liver during adaptation to the physiologic and metabolic outcomes of chronic exposure to carbohydrate-rich or lipid-rich diet and offers understanding about how chromatin interactions and gene expression respond to metabolic and physiologic stress. We showed that genes are regulated through promoter interaction dynamics in two different ways: activation of preformed loops and de novo generation of new loops. Furthermore, we identified significant co-binding of Hnf4α with C/EBP alpha and propose that Hnf4α may function to mark open chromatin for C/EBP. Overall, our findings provide insights into chromatin organization and gene regulation during the development of metabolism-related pathologies.

## Methods

### Mice study

Five-week-old C57BL/6 mice were purchased from Jackson Laboratory, were acclimated to the NIEHS animal facility (on normal chow, NIH-31) for one week and were subsequently placed on either a carbohydrate-rich diet (70% of caloric content) or a lipid-rich diet (60% of caloric content) (D12450B and D12492, respectively; Research Diets) for up to 20 weeks as previous described^10^. All animal experiments were approved by the NIEHS Institutional Animal Care and Use Committee and were performed according to the NRC Guide for the Care and Use of Laboratory Animals.

### Glucose tolerance and insulin tolerance tests

Intraperitoneal glucose tolerance tests (IPGTTs) were performed at 19 weeks of LD and CD. Mice were fasted and glucose was injected intraperitoneally at a concentration of 2 g/kg body weight. Blood glucose was measured with a glucometer at 0, 20, 40, 60, and 120 min. Intraperitoneal insulin tolerance tests (IPITTs) were performed 1 week later. Mice were fasted and insulin was injected intraperitoneally at a dose of 0.75 IU/kg body weight. Blood glucose was measured with a glucometer at 0, 15, 30, 45, 60, and 120 min.

### Plasma parameters

Mice were fasted overnight and blood samples were collected after 20 weeks of LD and CD. Plasma were collected and subjected to insulin measurements using the Mouse Insulin ELISA kit (ALPCO, NH, USA) and leptin measurements using the Mouse/Rat Leptin ELISA (ALPCO, NH, USA) following the manufacturer’s instructions. Samples were measured in triplicate. Plasma cholesterol, HDL, LDL, ALT, and AST were measured by Clinical Pathology Laboratory in NIEHS.

### Assessment of energy metabolism

Mice VO_2_, VCO_2_, and energy expenditure were measured at 19 weeks of LD and CD using the TSE phenoMaster System (TSE Systems, MO, USA) in NIEHS. TSE phenoMaster System is an open circuit indirect calorimetry system and air flow passed through each cage was controlled at ~0.4 l/min in our study. VO_2_ and VCO_2_ were analyzed for each individual cage every 27 min. Energy expenditure was calculated according to the TSE default setting using the following equation: total energy expenditure (kcal/h) = 3.941 × VO_2_ (l/h) + 1.106 × VCO_2_ (l/h). Data were collected for 3 days and normalized by weight; the first day was considered the acclimation period and was excluded from data analysis. Mice had unlimited access to food and water for the entire duration in CaloCages.

### Hi-C library preparation

In situ Hi-C was carried out as previous described with some modifications^12,53,54^. Livers tissue was collected, homogenized and filtered with a 70-μm nylon cell strainer. Around 10 million cells were fixed with 1% formaldehyde in PBS for 10 min at room temperature and cross-linking was terminated by addition of glycine at 0.125 M for 5 min. Cells were lysed with 10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0.2% NP-40 and protease inhibitors for 30 min on ice. Nuclei were resuspended in 1 × NEBuffer2 with 1% SDS and incubated at 62 °C for 10 min. After incubation, nuclei were collected and resuspended in 1 × NEBuffer2 with 1% Triton X-100. *HindIII* (NEB, R3104, 400 u) enzyme was added to the solution and the nuclei were digested at 37 °C overnight with agitation (750 rpm). Another 400 unit *HindIII* was added to the solution at 37 °C for another 1 h the next day. After digestion, 37.5 μl of 0.4 mM biotin-14-dATP (ThermoFisher, 19524016), 1.5 μl of 10 mM dCTP, 1.5 μl of 10 mM dGTP, 1.5 μl of 10 mM dTTP, and 8 μl of 5 U/ul Klenow (NEB, M0210) were added and rotated at 37 °C for 1 h. After dATP filled in, the solution was incubated at 65 °C for 10 min to inactive the enzyme. Ligation was performed by adding 667 μl of water, 120 μl of 10X NEB T4 DNA ligase buffer, 100 μl of 10% Triton X-100, 12 μl of 10 mg/ml BSA, and 0.5 μl of 400 U/ul T4 DNA Ligase (NEB, M0202) and incubating at 16 °C for 4 h. Reverse cross-linking was done by adding 10 μl of proteinase K (ThermoFisher, AM2546), 100 μl of 10% SDS, and 100 μl of 5 M NaCl, and incubated at 65 °C overnight. DNA was purified by phenol–chloroform extraction and 20 μg of DNA was incubated with T4 DNA polymerase (NEB, M0203) for 4 h at room temperature to remove the biotin from non-ligated ends. Then, DNA was sheared by Covaris and double size selected using AMPure XP beads as described in ref. ^54^. MyOne Streptavidin T1 DynaBeads (ThermoFisher, 65601, 150 μl) were washed, resuspended in 300 μl of wash buffer (5 mM Tris-HCI, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween 20) and added in 300 μl of 2× binding buffer (10 mM Tris-HCl, 1 mM EDTA, 2 M NaCl) with sheared DNA for 15 min at room temperature. The pulled down fragments were end-repaired, adenine-tailed, and ligated to adaptors (Bioo Scientific, NOVA-5144-61) on beads as described in ref. ^54^. The immobilized Hi-C libraries were amplified using primers mix from NEXTflex Pre and Post Capture Kit (Bioo Scientific, NOVA-5144-61) with 12 PCR amplification cycles. The resulting libraries were sequenced on Illumina Novaseq as 50 bp paired-end.

### Promoter capture Hi-C (PCHi-C)

Promoter Capture Hi-C (PCHi-C) was carried out using the Agilent SureSelect target enrichment (SureSelectXT Custom 3–5.9 Mb library) system. Biotinylated RNA baits were designed to the ends of *HindIII* restriction fragments that overlap Ensembl-annotated promoters of protein-coding, noncoding, antisense, snRNA, miRNA, and snoRNA transcripts^12^. Seven hundred and fifty nanograms of Hi-C library was captured according to the manufacturer’s instructions^12^. Briefly, DNA was denatured for 5 min at 95 °C and hybridized with RNA baits at 65 °C for 24 h. MyOne Streptavidin T1 DynaBeads (ThermoFisher, 65601) were used to pull down the biotinylated DNA/RNA. After library enrichment, the NEXTflex Pre and Post Capture Kit (Bio Scientific, NOVA-5144-61) was used to generate libraries with 10 PCR amplification cycles. The resulting libraries were sequenced on Illumina Novaseq as 50 bp paired-end.

### Hi-C data analysis

Hi-C reads were processed by HiCUP pipeline, which aligns reads, filters artifact fragments (such as circularized reads and re-ligations), and removes duplicates^39^. The percentage of mapping efficiency, unique and validated di-tags were listed in Supplementary Data 3a. The biological replicates in each group were merged to perform the analysis. The HiCExplorer^36^ was used to generate contact matrices (hicBuildMatrix for each replicate with parameters --binSize 10000 --restrictionSequence AAGCTT --inputBufferSize 100000; then hicSumMatrices to combine replicates). Normalization was performed by HiCExplorer hicCorrectMatrix (--filterThreshold -1.237 4 for LD group and --filterThreshold -1.248 4 for CD group), limiting to canonical autosomes, chrX, and chrY. TADs and TAD boundaries were defined by HiCExplorer hicFindTADs (--thresholdComparisons 0.05 --delta 0.1 --correctForMultipleTesting fdr). HiCExplorer hicPlotTADs was used for Hi-C matrix and TADs visualization. Chromatin loops were called by HiCExplorer hicFindEnrichedContacts (--method z-score --maxDepth 100000000) and filtered with z-score > = 6 and loop distance < = 1 Mb. Aggregate peak analysis plots were generated by summing the signal of pixels at loops (and local background of 100 kb) in 10 kb bins, excluding any loops within 300 kb of the matrix diagonal, then scaling by the average of the 4 corner pixels of the local background submatrix. HOMER was used to identify the A/B compartments at 50 kb bins using the following method: makeTagDirectory with parameters “-tbp 1 -restrictionSite AAGCTT -genome mm9 -removeSelfLigation”, combine the two replicates per group (makeTagDirectory), then runHiCpca with parameters “-res 50000 -genome mm9”.

### PCHi-C interaction analysis

PCHi-C reads were also processed by HiCUP pipeline^39^. The percentage of mapping efficiency, unique and validated di-tags and capture efficiency were listed in Supplementary Data 3a. We used CHiCAGO^40^ to call the significant interactions with score cutoff 5. All the *trans*-interactions and those interactions span more than 1 Mb were discarded. EdgeR was used to identify the significantly increased and decreased promoter interactions with cutoff 0.001 as described in ref. ^38^. When calculating the correlation between gene expression and interaction number, TPM was divided in four categories: TPM = 0, TPM = 0–1, TPM = 1–10, and TPM > 10. To test whether H3K27ac at the distal end of the interaction, we categorized interactions according to whether at least one distal end overlapped an H3K27ac peak. To avoid the dramatic difference between nonoverlap and overlap with H3K27ac, we split the genes according to the number of total associated loops, resulting no interaction, 1 interaction with/without H3K27ac, 2–5 interaction with/without H3K27ac and > 5 interaction with/without H3K27ac. Overlap of interactions with functional genomic elements was performed using EpiExplorer^41^. EpiExplorer automatically calculates control sets for user-uploaded region sets, which is done by reshuffling the genomic positions while retaining the overall number of regions and the distribution of region sizes. The selected overlap criterion is at least 10% overlap. We divided the diet-induced promoter interaction in two categories: (1) rewired interactions that were significantly different between diets which is from EdgeR (*p* < 0.001), (2) interactions that were not significantly different but with differential H3K27ac enrichment at the distal end.

### ChIP-seq and data analysis

Livers tissue was collected, homogenized and fixed with 1% formaldehyde in PBS for 10 min at room temperature. Cross-linking was terminated by addition of glycine at 0.125 M. Fixed tissue was lysed (1% SDS, 5 mM EDTA, 50 mM Tris-HCl (pH 8.1), protease inhibitor cocktail) and sonicated using a Covaris to generate ~200 bp fragments for immunoprecipitation as previously described^10^. The 20 μg chromatin in IP buffer (1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl (pH 8.1)) was subjected to immunoprecipitation with 1 μg of H3K27ac (Abcam, ab4729), 5 μg Hnf4α (Abcam, ab41898) or 5 μg C/EBPα (Abcam, ab40764) antibody and incubated overnight. The samples were incubated with Dynabeads A/G beads for another 3 h. The beads were washed with the low salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 150 mM NaCl), high salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 500 mM NaCl), LiCl (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris.HCl, pH 8.1) and then twice with TE buffer as previously described^10^. After elution from the beads, the protein-DNA complexes were reverse crosslinked and DNA was purified by AMPure XP beads (Beckman). ChIPed DNA (1–2 ng) was prepared using NEXTflex Rapid Illumina DNA-Seq Library Prep Kit according to the manufacturer’s instructions (Bioo Scientific, NOVA-5144-02). The resulting libraries were sequenced on Illumina Nextseq500 as 35 bp pair-end.

Raw reads were filtered by quality score and aligned to the mouse genome (mm9) (Supplementary Data 6). Unique aligned and deduplicated reads were used for peak calling. SICER (v1.1) was used for H3K27ac with size 200, gap size 200, fragment size 200, and FDR cutoff 0.001^55^ (Supplementary Fig. 5). For Hnf4α and C/EBPα, HOMER was used to do the peak calling with “ –style factor”^46^. Differentially enriched loci were identified using the DiffBind package and results were filtered with FDR < 0.05 and fold change > 1.5. Top eight differentially enriched loci were validated by ChIP-qPCR and primers are listed in Supplementary Data 5b. The HOMER package was used to extract motifs from the differentially bound regions (–size given) against a large set of randomly selected genomic fragments of the same size. The statistical significance of the overlap between HNF4α and C/EBPα peaks was determined by Monte-Carlo simulation, where BEDtools v2.24.0 ‘shuffle’ was used to select size-matched random peaks within enhancer regions (defined by H3K27ac peaks) followed by overlap assessment via BEDtools v2.24.0 ‘intersect’ for 10,000 iterations.

### RNA-seq and data analysis

RNA-sequencing was done by the NIEHS epigenomics core. Libraries were sequenced as PE-76mers on an Illumina NextSeq500. Raw read pairs were filtered to require a minimum average base quality score of 20. Filtered read pairs were mapped against the mm9 reference genome by STAR^56^ with the following parameters: -- outSAMattrIHstart 0 --outFilterType BySJout --alignSJoverhangMin 8 -- outMultimapperOrder Random --limitBAMsortRAM 55000000000 (other parameters at default settings). Mapped read counts per gene were reported by Subread featureCounts (version 1.5.0-p1) with parameters -s2 -Sfr -p^57^. Differentially expressed genes (DEGs) were identified by DESeq2 (v1.10.1) using filtering thresholds of FDR < 0.05 and fold change > 1.2^58^. Normalized read counts are reported as transcripts per million (TPM). The gene models used for the RNA-seq analysis are taken from mm9 RefSeq annotations, as downloaded from the UCSC Genome Browser on September 9, 2016. Promoter motif analysis was done by HOMER with default setting. DEGs in DNL and FAO pathways were validated by qPCR or western blot and primers are listed in Supplementary Data 5a.

### Histological analysis

Livers and adipose tissues were removed immediately after cervical dislocation and fixed in 10% buffered formalin. Paraffin sections (5.0 mm) were stained with hematoxylin and eosin (H&E) and analyzed using a microscope.

### Statistical analysis

All statistical analyses were performed by two-tailed Student’s *t* test, Mann–Whitney U test or Chi-squared test using GraphPad Prism7 (San Diego, CA) and RStudio. The level of significance was set at *p* < 0.05 and indicated as follows: ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* *<* 0.001; ∗∗∗∗*p* < 0.0001. All data were expressed as means ± SEM.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

Data that support the findings of this study have been deposited in GEO with the following accession numbers: GSE124463. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. All the code used in this study is publicly available from the cited references. The source data underlying Fig. 1b, Fig. 2b, c, Fig. 3e, Fig. 4a, c, f, Fig. 5c-e, h, Fig. 6b, g, i, j and Fig. 7e, g, h, l, n, o and Supplementary Fig. 1 and Fig. 2a, d-g are provided as a Source Datafile. A reporting summary for this Article is available as a Supplementary Information file.

## Source Data

Source Data

# Supplementary material for: Alterations in promoter interaction landscape and transcriptional network underlying metabolic adaptation to diet
**Source:** Nat Commun. 2020 Feb 19;11:962. doi: 10.1038/s41467-020-14796-x
**Supplement:** Supplementary file 2 — Supplementary Information

Supplementary Figures for “Alterations in promoter interaction landscape and transcriptional network underlying metabolic adaptation to diet” by Qin et al.

Supplementary Figures

**
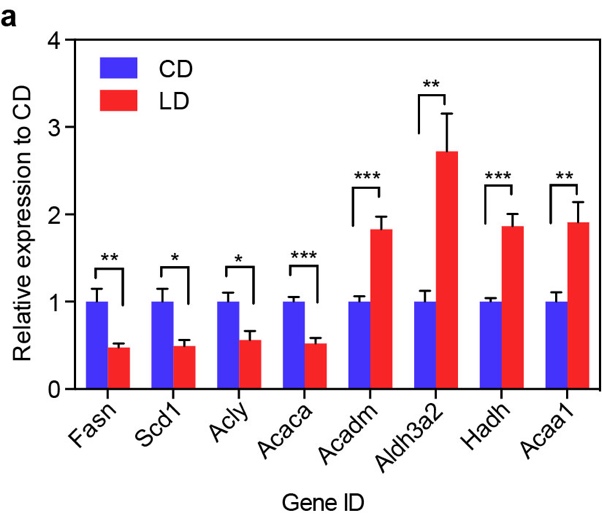
**

**Supplementary Figure 1 Real time PCR validation of differentially expressed genes**.

**a** Differential expressed genes identified in carbohydrate-rich diet (CD) or lipid-rich diet (LD) group. The column graph depicts mean and SEM (n=5 animals per group) with significance (2-tailed t test) indicated. The value in the carbohydrate-rich diet was set to one. ∗ p < 0.05, ∗∗ p < 0.01, ∗∗∗ p < 0.001

**
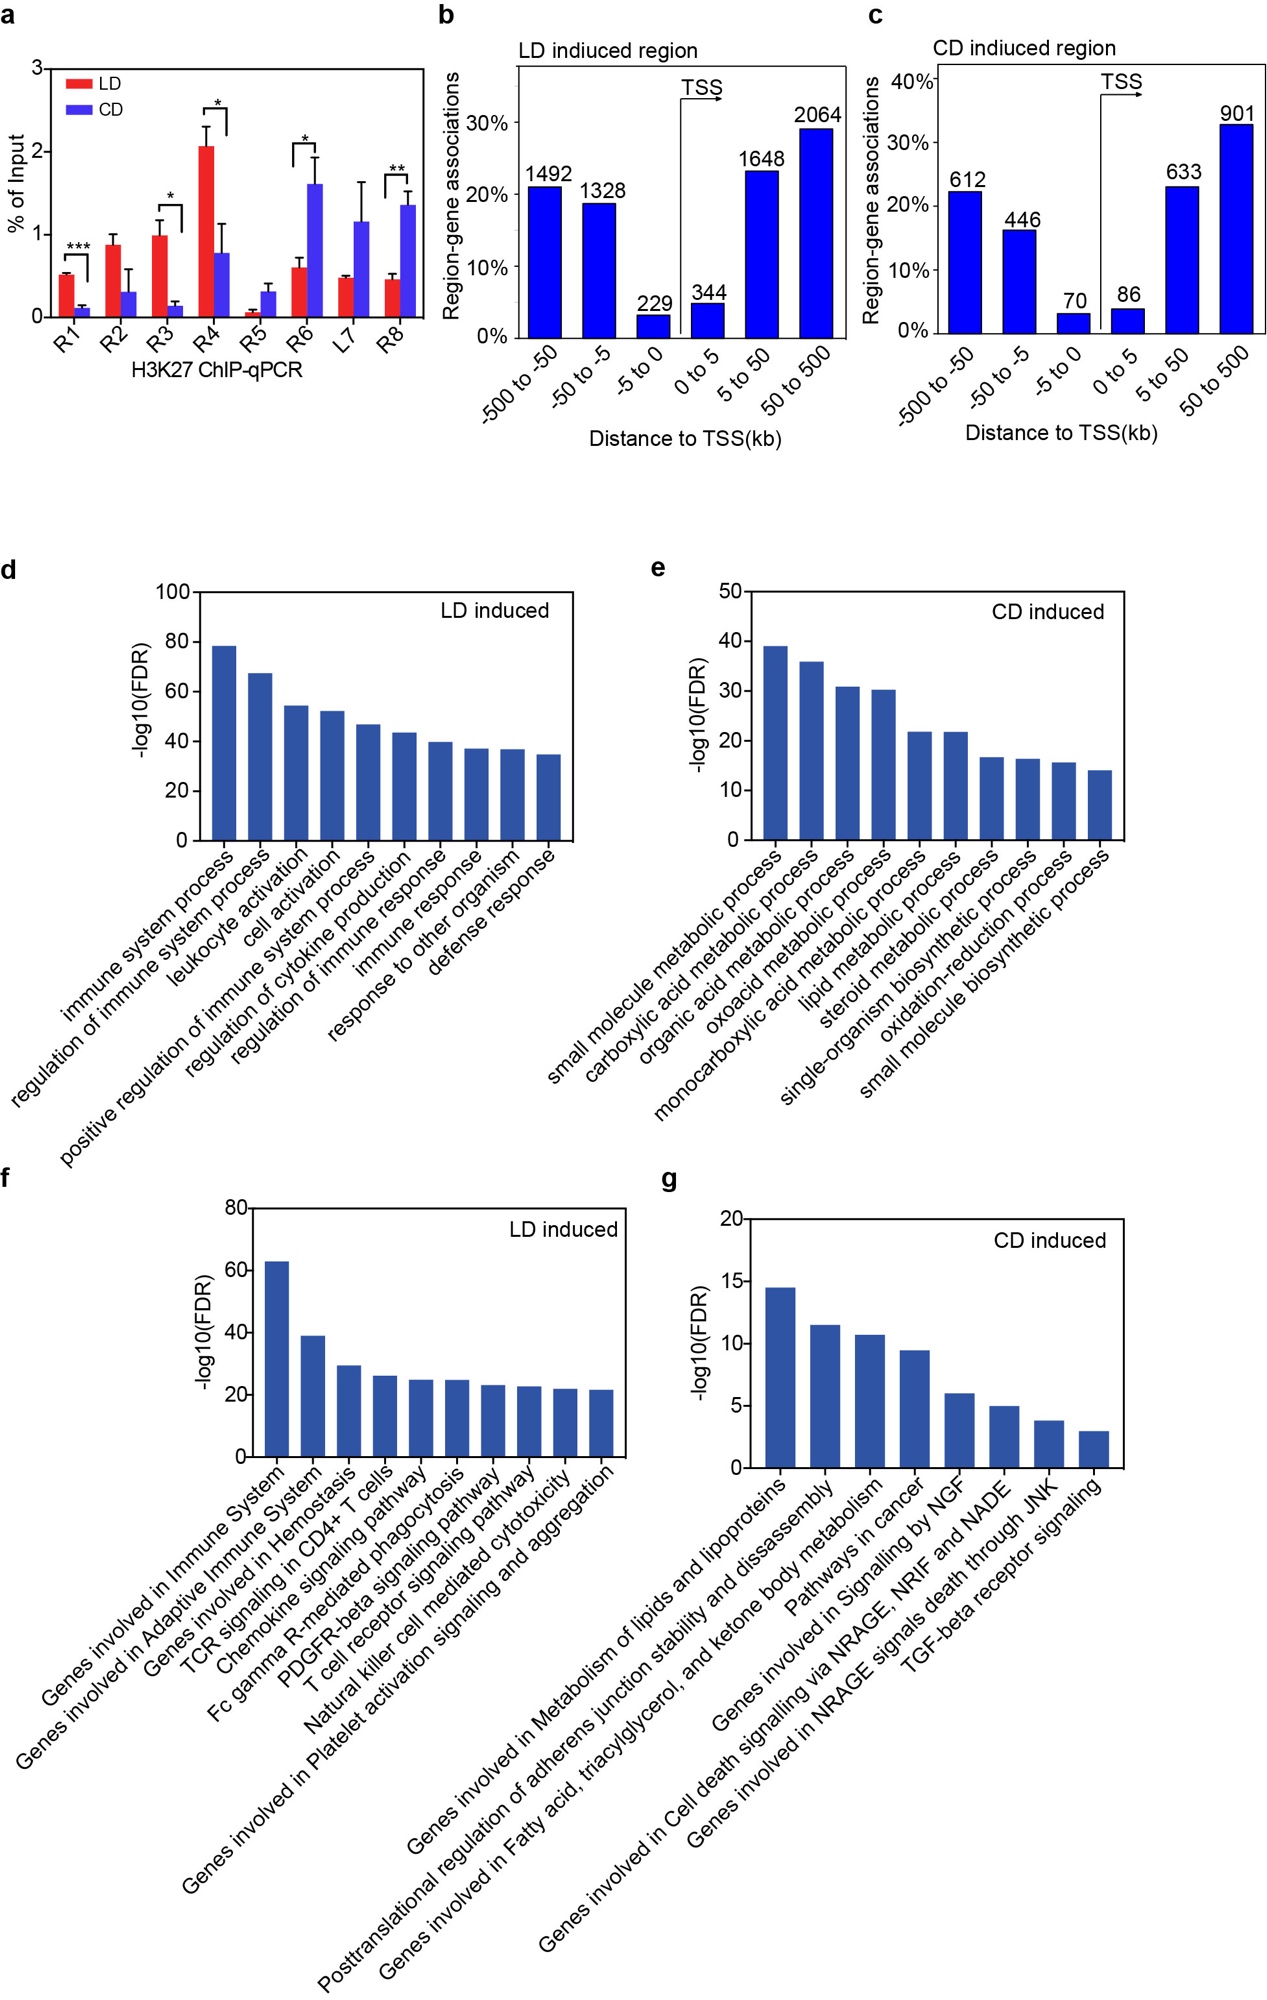
**

**Supplementary Figure 2 GO and MSigDB analysis of H3K27ac differentially enriched regions.**

**a** ChIP-qPCR validation of top eight diet induced H3K27ac differential bound regions. ChIP enrichment is expressed as percent input (n=3 animals per group). **b, c** Localization of diet-induced H3K27ac differentially enriched regions relative to gene transcription start sites. **d, e** GO analysis of of diet-induced H3K27ac differentially enriched regions. **f, g** MSigDB analysis of diet-induced H3K27ac differentially enriched regions.

**
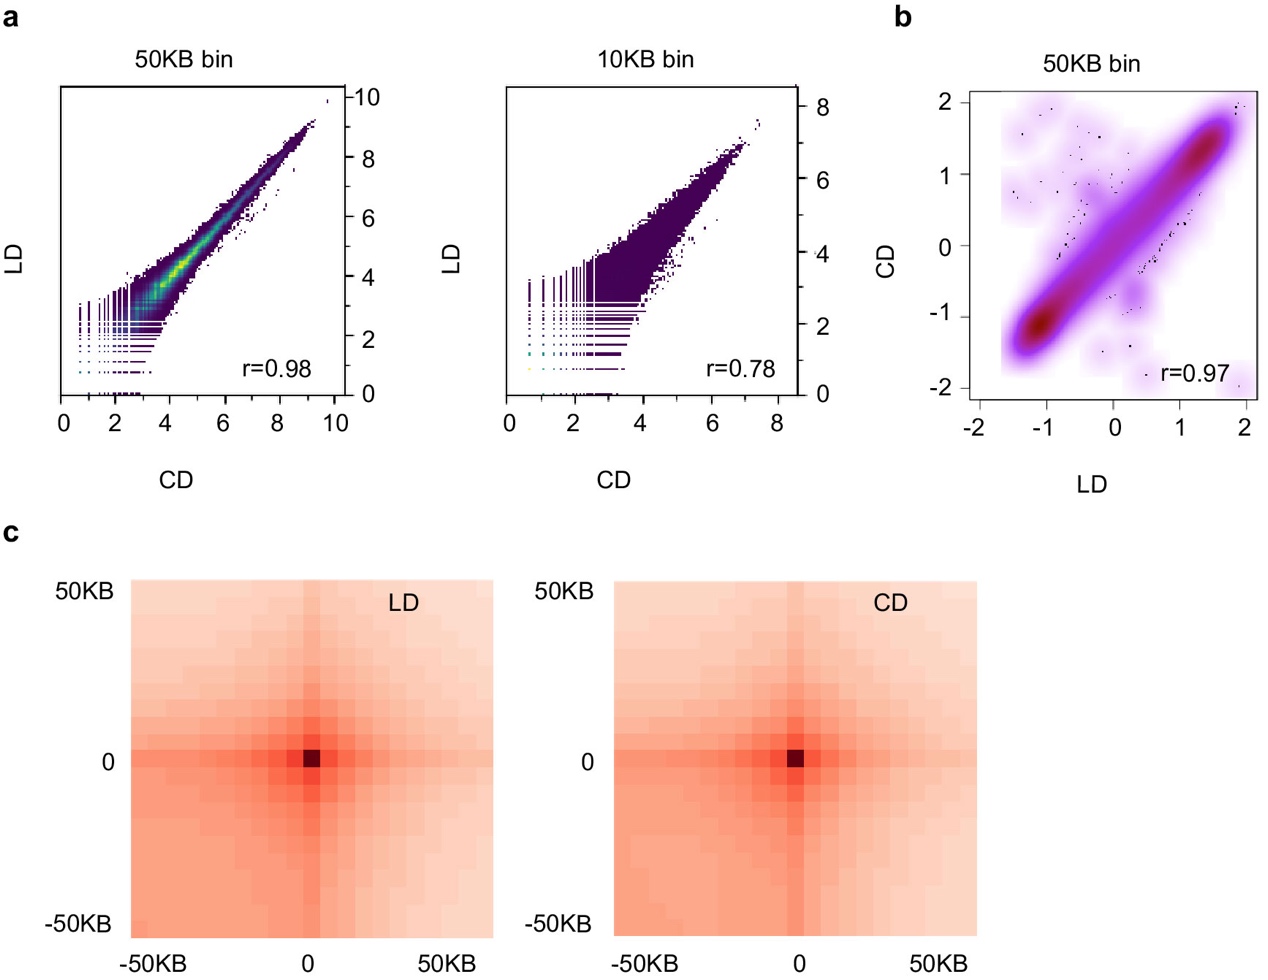
**

**Supplementary Figure 3 High order chromatin organization in liver.**

**a** The correlation of contact matrix between carbohydrate-rich diet (CD) or lipid-rich diet (LD) in the 50 kb bin and 10 kb bins. **b** Compartment A/B analysis in CD or LD group. **c** Aggregate peak plots of significant chromatin interactions in CD and LD group.

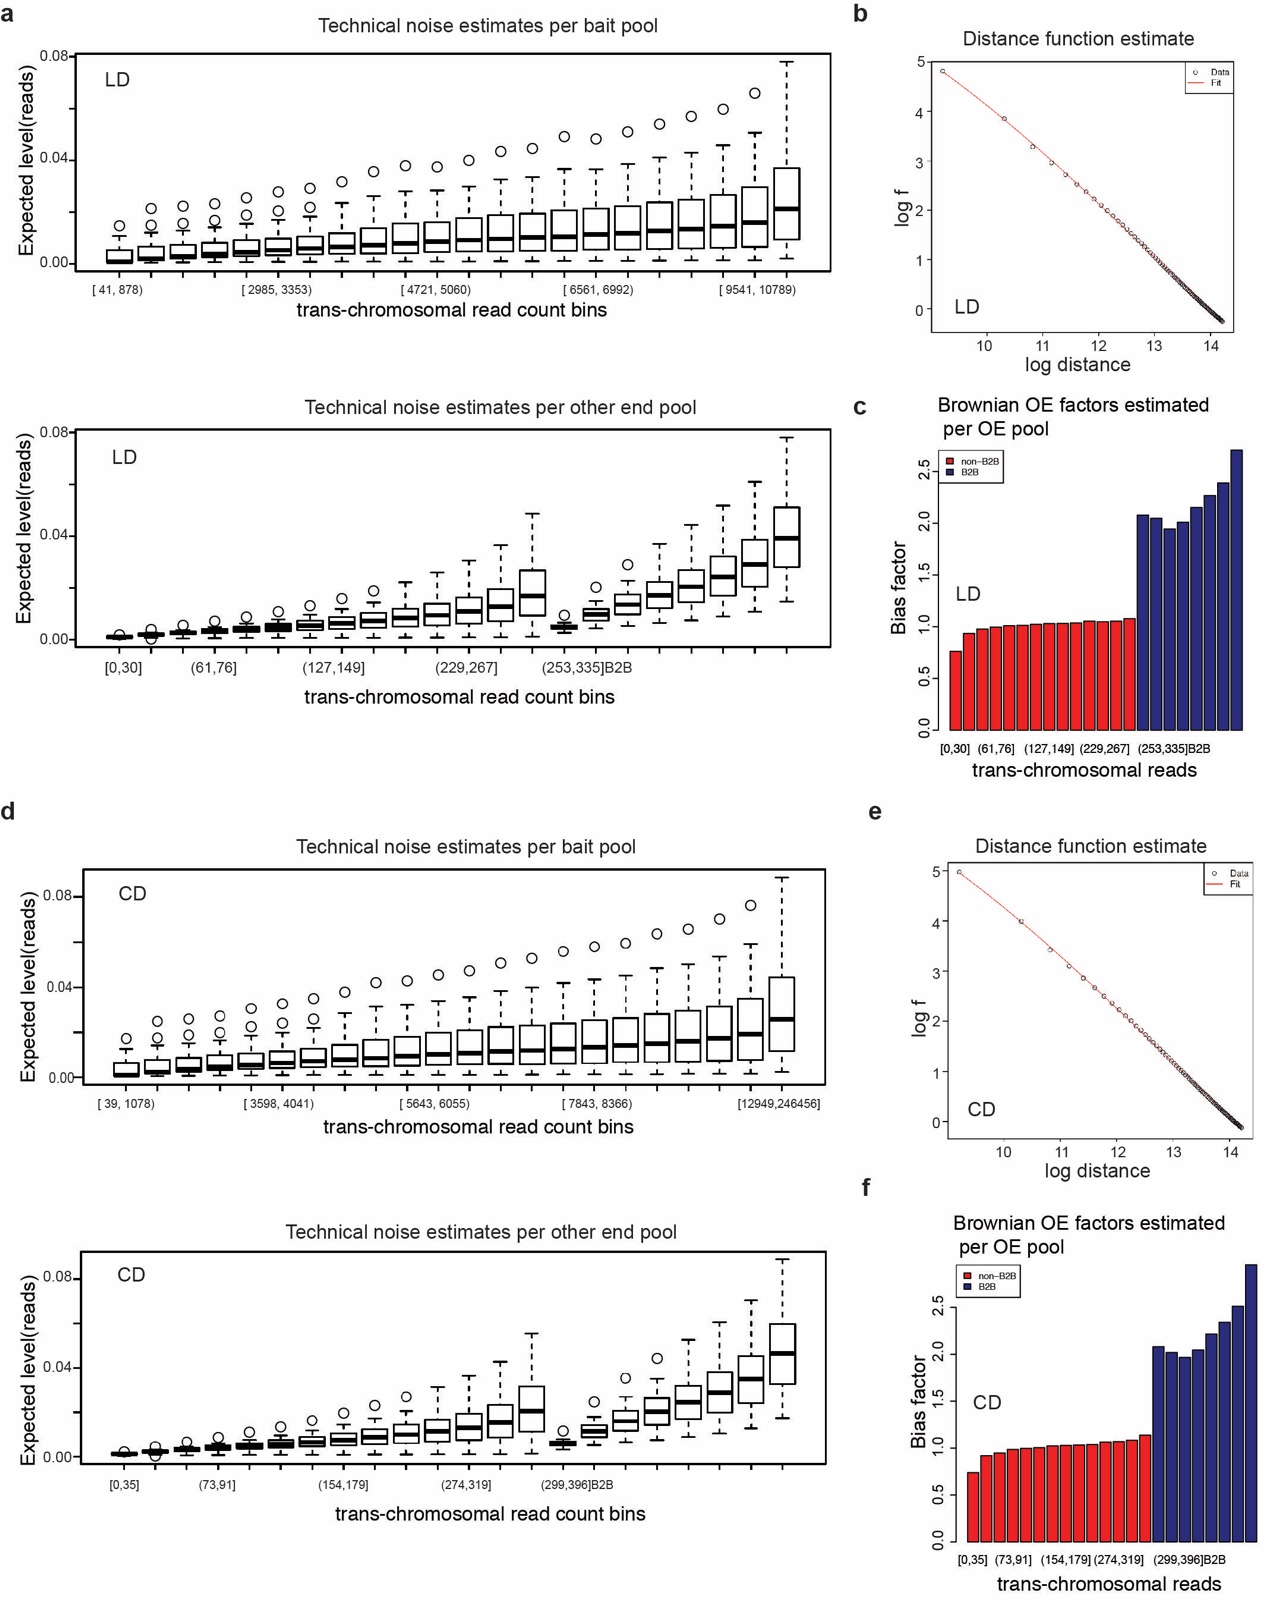

**Supplementary Figure 4 Capture Hi-C data quality accessed by CHiCAGO.**

**a, d** Technical noise in LD and CD was estimated separately for each combination of bait and other-end pools, each of noise was defined by the number of accumulated trans-chromosomal read pairs. The level of technical noise was a small fraction in both groups. **b, e** Mean number of Brownian reads expected for an average bait in LD and CD. **c, f** Multiplicative other-end bias (each bar represents a pool of other ends defined by the numbers of trans-chromosomal read pairs accumulated by each other end), the adjustment made to the mean Brownian read count, estimated in the pools of other ends.

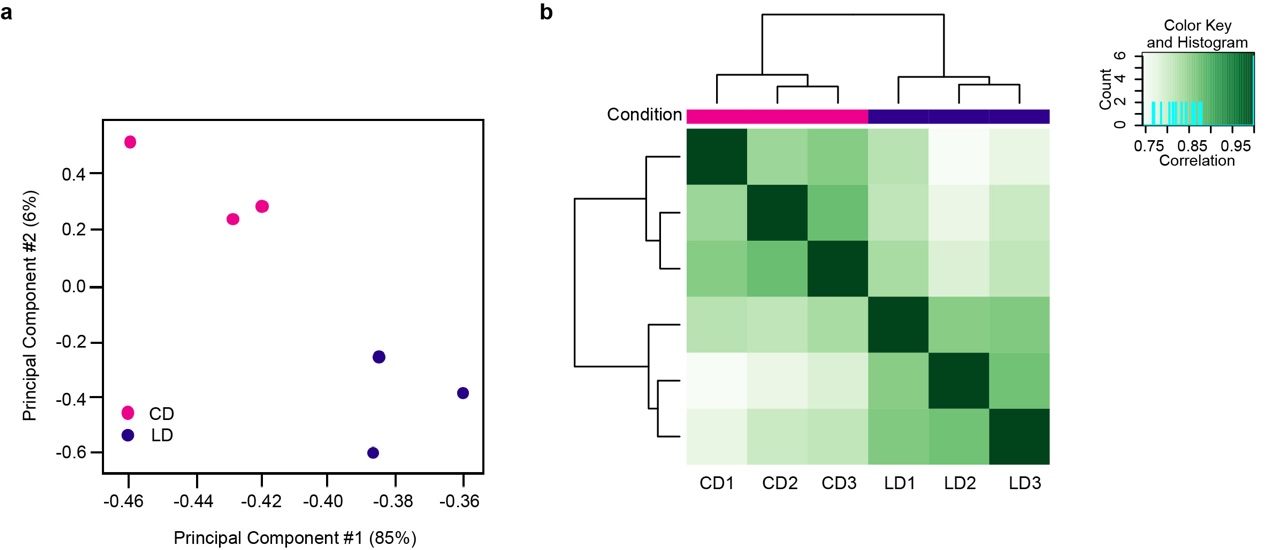

**Supplementary Figure 5 The PCA analysis and correlation analysis use the H3K27ac ChIP-seq data.**

**a** PCA plot using affinity data for all H3K27ac binding peaks. **b** Correlation heatmap, using all H3K27ac binding peaks.

# Supplementary material for: Alterations in promoter interaction landscape and transcriptional network underlying metabolic adaptation to diet
**Source:** Nat Commun. 2020 Feb 19;11:962. doi: 10.1038/s41467-020-14796-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

#### Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differential expressed genes (LD vs CD) from DEseq2.

File Name: Supplementary Data 2

Description: a - Overlap of H3K27ac peaks between each replicate

b - H3K27ac differentially enriched regions(LD vs CD) from Diffbind

File Name: Supplementary Data 3

Description: a - Metrics of Hi-C and CHi-C sequencing and processing by HiCUP.

b - Genomic coordinates of topological domains(TAD) mapped in LD and CDHi-C libraries.

c - Rewired promoter interactions by Diet

File Name: Supplementary Data 4

Description: a - Hnf4a differentially enriched regions (LD vs CD) from Diffbind

b C/EBPa differentially enriched regions (LD vs CD) from Diffbind

File Name: Supplementary Data 5

Description: a - Primers for qPCR

b - Primers for ChIP-qPCR

File Name: Supplementary Data 6

Description: Metrics of ChIP-seq data in current study

File Name: Supplementary Data 7

Description: The caloric breakdown of the three diets employed in this study are presented along with details of the formulation for each specific regimen.

How the deposited data were processed for this re-analysis (not part of the article)

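Livers of mice fed the lipid-rich diet (LD) or the carbohydrate-rich diet (CD) for 20 weeks were studied by RNA-seq (5 mice per diet), H3K27ac ChIP-seq (3 per diet), Hnf4α and C/EBPα ChIP-seq (2 per diet each, with inputs), in situ Hi-C and PCHi-C (2 per diet each). Samples were assigned to the diets from their labels, which name a high-fat and a low-fat diet, read with the composition the paper gives for the diets. Every column of values per sample was used. Coordinates are those of mm9, the build of the paper and of the deposited files, and the reference used here, NCBIM37, is the same assembly.

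For RNA-seq, the authors aligned read pairs with STAR, counted them on RefSeq genes with featureCounts by strand, and deposited the counts without normalization. The authors also deposited TPM values, whose gene lengths the paper's text does not name, and a table of their DESeq2 comparison with a log2 fold change and an adjusted p-value (FDR) per gene. For ChIP-seq of H3K27ac, the deposited peak lists hold the intervals that the authors called with SICER in each sample. For Hnf4α and C/EBPα, the authors called peaks with HOMER in each sample against its input, and the deposited lists give for each peak a height (tag count scaled to a common library size), a count of tags, a score and a ratio (fold over the control). The height was used for the analyses, the score only to order peaks of equal height, and the others only to describe the lists. For PCHi-C, the deposited lists hold the CHiCAGO score that the authors computed on the pooled replicates of a diet, and for Hi-C, the TADs that the authors called with HiCExplorer on the summed replicates. The deposited TAD lists also hold the authors' separation score, which was not used here.

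Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood fit without the robust option), and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.2. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, and with fry and an estimated correlation as alternatives. Alternatives for the counts of called genes were DESeq2 1.42.0 with and without a prior on the fold change, DESeq2's size factors in edgeR, no filter, at least 10 counts in every sample, limma on log2 TPM with 1 or 0.1 added, a block for the replicate number, a test against the fold change threshold, and the omission of each library. Other splits of the mice into 5 and 5 were fitted for 99 draws with seed 20200219.

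Peak and interaction lists were analysed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and numba 0.67.0, and sequences were read with samtools 1.23.1. Overlapping peaks were merged, and loci with a peak in at least 2 samples were kept. A locus was called LD-only or CD-only when all samples of that diet and none of the other had a peak. For Hnf4α and C/EBPα, leaving out 1 library leaves a diet with 1 sample, and loci present in 1 sample were then kept, a rule set after the data were seen that raises the counts by construction. Random placement was repeated 1000 times, boundaries were shifted 1000 times, tests across genes used 100000 permutations, and intervals are Wilson or exact intervals at 95% for counting error only. Motifs were searched as consensus strings in the central 200 bp of peaks and in flanks 1000 bp away, and per kb over whole H3K27ac loci. The strings, the search in H3K27ac loci, the comparison of percentile ranks, the other pairings of Hnf4α samples, their shares near a TSS at equal numbers of peaks and the lists of sex-biased genes were added after the files were opened.

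The results to report, the tests, the main settings and the other alternatives were fixed before the data were examined. The genes named are every gene of the DNL and FAO lists and those the paper names, and the 10 called genes with the largest fold change among those with separated diets and a mean of at least 1 CPM on a diet. Of the genes under this rule, 2 are not reported here, nor are the matches to 1 of the motif strings. The loci named are those the paper shows and its 8 ChIP-qPCR regions. Lists for sterol synthesis, mitosis, macrophages, lymphocytes, endothelial cells, stellate cells, adipocytes and the circadian clock were written beforehand, and lists of female-biased, male-biased and Y-linked genes afterwards.

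Depth was 31707963 to 39012699 counted read pairs per RNA library. Peak lists do not give read counts outside peaks, so that no interval was computed for a change in signal. Each step was tested on simulated data: for LD against CD over 13494 genes, 188 of 200 changed genes (94%) were recovered with 14 false calls. For the loci of 1 diet, 505 of 505 on LD and 231 of 231 on CD were found among 5000 simulated loci. For the permutation test with 450 and 2000 genes, 8 of 200 tests without a difference and 200 of 200 with a difference of 0.25 gave a p-value under 0.05. Smaller groups of genes, which some tests had, and dependence between genes were not simulated.

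DiffBind on the ChIP reads, edgeR on the interaction reads, Hi-C contact maps, compartments and loops, HOMER's motif enrichment, GREAT and gene ontology were not analysed here.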

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

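The tests of RNA from an LD liver in CD replicate 3 and of the number of samples expected far from the others were chosen only after the result was seen.

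In 10 of 122 groups of 5 mice (56 genes and 5 measures of the libraries, in each diet), the highest or lowest mouse lay far from the others of its diet by Dixon's criterion, against 6.1 groups by chance, which puts about 1 in 20 groups beyond it. On LD, these were Acot7 (15.0 CPM in replicate 5, the lowest, and 18.95 or more in the others), Hnf4a (458.9 CPM in replicate 4, the highest, and at most 397.1 in the others), Atf3 (3.82 CPM in replicate 1, the lowest, and 7.80 or more in the others) and G6pdx (12.5 CPM in replicate 2, the highest, and at most 8.13 in the others). On CD, all 6 were the highest value in replicate 3: Srebf1 (924 CPM, at most 456.3 in the others), Dgat2 (659.6 CPM, at most 558.4), Cyp2b9 (1.87 CPM, at most 0.765), Gm3776 (0.140 CPM, at most 0.0291), Cyp2b13 (0.0559 CPM, 0 in the others) and Sprr1a (0.0279 CPM, 0 in the others). The 4 single flags on LD fall on 4 different genes and 4 different mice, and chance over 122 groups may account for their number. No biological explanation within a diet was tested, since the design names none.

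For Srebf1 and Dgat2 in CD replicate 3, RNA from an LD liver in that library is excluded as the cause, because no LD library held more than 422.8 CPM of Srebf1 and mixing cannot raise a gene above both sources. Library size did not set this library apart, with 36753634 counts within the range of the others. A difference between mice in the regulation of these genes stays open and was not tested.

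The flags of Cyp2b9, Cyp2b13, Gm3776 and Sprr1a rest on few counts, with 1 count of Sprr1a and 2 of Cyp2b13 over all CD libraries, and these genes are among the highest on LD. Their values in CD replicate 3 could come from a small share of RNA of an LD liver: the excess of Cyp2b9 was 0.633% of its LD mean. Over 20 genes high on LD, CD replicate 3 was the highest CD mouse in 9 and CD replicate 5 in 7, with a median excess of 1.82% and 1.3% of the LD mean. Such a share and a real difference between mice cannot be told apart for these genes, since the counts are few and Cyp2b9 itself ranged from 35.5 to 416.5 CPM on LD.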

How the results depend on the processing

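The comparison of percentile ranks and the share of Hnf4α loci near a TSS at an equal number of peaks were chosen only after the result was seen, and so was the rule for Hnf4α and C/EBPα loci when a diet is left with 1 sample.

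Over 64 main results and 374 values under the alternatives, 9 values were weaker, 20 stronger, 91 moved and 2 reversed, and the others kept their direction and side of the threshold or moved less than their spread. For 53 single genes and 742 values, 28 values changed: 21 weaker, in Acot3, Ehhadh and Onecut1, and 7 stronger, in Acot7, Ets1 and Dgat2.

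The count of called genes was 3396 in the main setting and between 2827 (without CD replicate 4) and 3504 (without LD replicate 1) with each library left out, with 1623 to 1903 higher on LD and 1204 to 1603 higher on CD. DESeq2 called 3776 genes, 3369 of them shared, and 3719 with a prior on the fold change, DESeq2's size factors 3410, no filter 3452 and the stricter filter 3131. No gene called under both settings changed direction in any of these fits. The test against a fold change of 1.2 called 941 and 471, which follows from its stricter hypothesis. Limma on TPM moved the split between the diets: with 1 added, 2220 genes were higher on LD and 740 on CD, and with 0.1 added, 2337 and 782, against 1875 and 1521 in the main setting. Of those calls, 2535 and 2632 were shared with the main setting. TPM with 0.1 added also moved the median log2 fold change of all genes most, to 0.07. The cause was not tested.

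The replicate numbers of the RNA samples do not pair the mice: the correlation between mice of the same number, after removal of the diet means, was between -0.0780 and 0.191. With a replicate block, 3158 genes were called (1813 higher on LD and 1345 on CD), 3019 of them shared with the main setting. No paired analysis was possible for the peak and interaction results, because different mice were used on the diets or replicates were pooled.

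With the correlation between genes estimated from the data, all 8 lists that passed the camera test after adjustment over 10 lists failed it (adjusted p of 0.0872 or more). Before adjustment, DNL, FAO, mitosis and adipocyte stayed under 0.05 and 4 lists did not (2-sided p in parentheses; medians are unchanged by construction): circadian, median log2 fold change -0.22 (0.209), macrophage 0.57 (0.221), stellate 0.36 (0.0802) and sterol 0.40 (0.247). Over the settings, their p-values lay between 0.0143 and 0.209, 0.00115 and 0.221, 0.000773 and 0.0802, and 0.00142 and 0.247. Under the preset correlation, the DNL and FAO lists had an unadjusted p under 0.05 in all fits that left out 1 library, with medians of -0.995 to -0.84 and 0.56 to 0.65.

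Hnf4a had a log2 fold change of -0.31 to -0.23 with each library left out and passed the fold change threshold without LD replicate 4 (-0.31) and without CD replicate 1 (-0.28). For Cebpa, the range was -0.30 to -0.22. It passed with DESeq2 (-0.264), with DESeq2's size factors in edgeR (-0.263), and without LD replicate 1 (-0.27), LD replicate 3 (-0.27), LD replicate 4 (-0.30), CD replicate 3 (-0.28) and CD replicate 4 (-0.28), since the main value lies just under the threshold.

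The lowest overlap between H3K27ac samples fell to 66.78% when 50% of a peak had to be covered. H3K27ac loci of 1 diet rose from 1571 to 4338 on LD and from 380 to 1431 on CD with at least 2 samples of one diet and none of the other. With each library left out, they were 2040 to 2947 on LD (highest without LD replicate 1) and 489 to 811 on CD (808 without LD replicate 1, 811 without CD replicate 1). These counts rise by construction when fewer samples must share a state.

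The Hnf4α loci of 1 diet depend on the peaks kept: the 20000 highest gave 1304 on LD and 1168 on CD, and those above the median height 1701 and 710. The C/EBPα loci on LD were 2703 and 2279 under the same settings. With 1 library left out, Hnf4α loci were 4282 to 10473 on LD (without CD replicate 1 and without LD replicate 2) and 3357 to 9548 on CD (without LD replicate 2 and without CD replicate 1). C/EBPα loci were 6387 to 16674 on LD (without CD replicate 2 and without LD replicate 1) and 2979 to 27016 on CD (without LD replicate 2 and without CD replicate 1). Fewer samples per diet raise these counts by construction. Of the LD-only loci, 8.57% lay near a TSS and 9.82% with the 20000 highest peaks, and of the CD-only loci 31.5% and 24.5%. The cause was not tested.

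Hnf4α loci with H3K27ac were 94.73% for the 20000 highest peaks, 67.23% with H3K27ac in all 6 samples and 78.96% to 82.41% with 1 library left out. C/EBPα loci with Hnf4α were 42.82% for the 20000 highest peaks, 46.06% with peak centres within 100 bp and 57.27% to 57.83% with 1 library left out. The fold over random placement was 51.1 on the whole chromosome and 5.2 within H3K27ac loci, which follows from the smaller space. The log2 odds ratio of diet-only Hnf4α and H3K27ac was 5.63 in the main setting and 3.33 (without CD replicate 2) to 5.23 (without LD replicate 1) with 1 library left out. The ratio of C/EBPα peak height with and without Hnf4α was 2.08 on LD and 2.90 on CD over all C/EBPα peaks, and 1.30 on LD with the mean in place of the median. At distal ends, it was 1.83 on LD and 2.55 on CD over all peaks, and 1.31 on LD with the mean. For the shares, the odds ratio and the heights, the cause was not tested.

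Thresholds on the CHiCAGO score of at least 7 and at least 10 gave shares under 500 kb of 86.03% and 86.25% on LD and of 85.88% and 86.62% on CD. Mean distances were 282.4 and 282.6 kb on LD and 279.6 and 277.8 kb on CD, and promoter-promoter shares 15.05% and 17.3% on LD and 14.15% and 15.59% on CD. The share of interactions on both diets was 55.4% and 56.87%, and 81.27% with a tolerance of 10 kb on the ends, which widens the match by construction. The difference in interactions per gene between classes of expression fell from 4.75 on LD and 5.16 on CD to 2.31 and 2.58 at a score of at least 7, to 0.984 and 1.14 at a score of at least 10, and to 2.67 and 3.27 among genes with at least 1 interaction, with a permutation p of 1e-05 each, the smallest they can give. For the scores, the cause was not tested.

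For the 8 tests of expression, the threshold here is an unadjusted permutation p of 0.05. At a score of at least 10, the difference for interactions on LD was -0.18 (permutation p = 0.0204) and on CD -0.0674 (permutation p = 0.377), where genes called by DESeq2 gave -0.17 (permutation p = 0.0711). For LD-only H3K27ac loci, it was 0.17 (permutation p = 0.0321) with genes called by DESeq2, 0.0513 (p = 0.0152) over all tested genes, 4.58 percentile points (p = 0.0348), -0.02 (p = 0.746) with loci in at least 2 samples and between 0.00802 (without CD replicate 3) and 0.13 (without CD replicate 2, p = 0.0405) with 1 library left out. For CD-only H3K27ac loci, it was -0.0918 (permutation p = 0.0192) over all tested genes, -0.21 (p = 0.0114) with loci in at least 2 samples, 0.16 (p = 0.554) at a score of at least 10 with 13 genes, and -0.43 (without LD replicate 1, p = 3e-05) to -0.0735 (without CD replicate 2, p = 0.449) with 1 library left out. For CD-only Hnf4α loci at distal ends, it was -0.11 (permutation p = 0.103) with genes called by DESeq2, -0.0899 (p = 0.241) and -0.0834 (p = 0.449) at scores of at least 7 and 10, and it reversed to 0.0185 (p = 0.786) with the 20000 highest peaks. With 1 Hnf4α library left out, it was -0.13 to -0.0227 (without LD replicate 1) for CD-only loci and -0.0911 (without LD replicate 2) to -0.000559 (without CD replicate 1) for LD-only loci. Near the TSS, with 1 Hnf4α library left out, it was -0.00422 (reversed, without LD replicate 2) to 0.14 for LD-only loci, with 0.03 without LD replicate 1, and -0.37 (without LD replicate 1) to -0.17 for CD-only loci. With the 20000 highest peaks and within 10 kb, the differences near the TSS kept their sign and were 0.26 and 0.29 for LD-only loci and -0.28 and -0.33 for CD-only loci. The cause was not tested.

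The ratio of Hnf4α at distal ends to the control was 1.49 on LD and 1.69 on CD at a score of at least 7, 1.55 and 1.75 at a score of at least 10, 2.41 and 2.58 against random placement and 1.46 and 1.71 with the 20000 highest peaks. With 1 library left out it was 1.40 to 1.44 on LD and 1.57 to 1.61 on CD. TAD boundaries within 20 kb were 87.78% on LD and 89.81% on CD, at the same position 64.54% and 66.05%, and within 50 kb 92.33% and 94.53%, which follow from the tolerance. TAD numbers and sizes changed little without the sex chromosomes, and the motif ratios had a single setting.

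Depth limits the genes with few counts: Acot5, Cpt1b and Gnat3 fell below the filter of the main setting and were not tested there. DESeq2 gave Cpt1b a log2 fold change of 0.805 (adjusted p = 0.471) and gave no adjusted p for Acot5 and Gnat3. For Sprr1a and Cyp2b13, the size of the change is open within their counting intervals. The pooled interaction and TAD lists allow no test between mice. For Hnf4α and C/EBPα, an exact permutation test of 2 mice against 2 cannot give a p-value under 0.33.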

Differences from the paper's values

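The paper reports 5512 H3K27ac loci that changed between the diets, and 1951 loci were present in all samples of one diet and none of the other here. Of the alternatives set before the data were examined, loci in at least 2 samples of one diet and none of the other (5769) came within 1.5 times the paper's value, the limit used here for a difference, and the omission of LD replicate 1 (3755) just did, while still lower. Merging of peaks within 1 kb (1678), peaks at least 1 kb wide (1743) and the omission of LD replicate 2 (3029), LD replicate 3 (2879), CD replicate 1 (3085), CD replicate 2 (3155) or CD replicate 3 (2769) did not.

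The paper's 4449 interactions with H3K27ac enriched on LD and 2003 with H3K27ac enriched on CD at the distal end stand against 1537 and 413 here. The alternative set before the data were examined, loci in at least 2 samples, gave 4152 and 1431, both lower than the paper's and within 1.5 times of them.

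The paper gives 616 and 317 differentially expressed genes at these interactions, against 199 and 60 here. With loci in at least 2 samples, the same alternative, the numbers were 476, lower and within 1.5 times, and 206, which was not.

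The paper's 1161 Hnf4α peaks enriched on CD stand against 1815 CD-only loci here. Of the alternatives set before the data were examined, the 20000 highest peaks of each sample (1168) came within 1.5 times. Peaks above each list's median height (710), peak centres within 100 bp (1796) and the omission of LD replicate 1 (4089), LD replicate 2 (3357), CD replicate 1 (9548) or CD replicate 2 (5927) did not.

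The paper states that Hnf4a is differentially expressed and lower on LD, and that the expression of Cebpa changes. Here both had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and a fold change under 1.2, with a log2 fold change of -0.26 each. Hnf4a was called without LD replicate 4 (-0.31) and without CD replicate 1 (-0.28), and Cebpa with DESeq2, with DESeq2's size factors in edgeR, and without LD replicate 1, LD replicate 3, LD replicate 4, CD replicate 3 or CD replicate 4. With limma on log2(TPM + 1), the adjusted p was 0.0705 for Hnf4a and 0.0555 for Cebpa. In edgeR, it reached 0.0553 and 0.0624 with 1 library left out, and was 0.0465 and 0.0626 with a block for the replicate number.

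Of the thioesterases and the other genes of fatty acid oxidation that the paper describes as upregulated, Acot7 (log2 fold change 0.20) and Acadvl (0.15) were not called here, and Acot5 was not tested with 2 counts on LD and 0 on CD. Acot7 was called without LD replicate 5 (0.27), and no setting called Acadvl. The other 14 of the 17 genes listed for fatty acid oxidation were called higher on LD. They include Aldh3a2 and Acaa1a, which the paper's text does not name.

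The paper associates interactions responsive to CD, and not those responsive to LD, with higher expression on that diet (Fig. 5e). From interactions called on 1 diet alone, the difference was -0.20 for CD (permutation p = 0.0275, Benjamini-Hochberg adjusted p = 0.0733 over 8 tests), in the stated direction and short of the threshold after correction. The unadjusted permutation p was under 0.05 also over all tested genes (0.0188) and at a score of at least 7 (0.0144), and with percentile ranks (0.043), which were chosen after seeing the values. It was not with genes called by DESeq2 (0.0711) or at a score of at least 10 (-0.07, permutation p = 0.377), where interactions called on LD alone gave -0.18 (permutation p = 0.0204), a shift towards CD.

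The paper states that genes contacted by an acetylated enhancer were upregulated on both diets (Fig. 5h). Here the differences were 0.11 for LD-only H3K27ac loci (permutation p = 0.127, adjusted p = 0.169) and -0.26 for CD-only loci (permutation p = 0.0527, adjusted p = 0.0843), in the stated directions. For LD-only loci, the unadjusted permutation p was under 0.05 with genes called by DESeq2 (0.0321), over all tested genes (0.0152), without CD replicate 2 (0.0405) and with percentile ranks (0.0348), which were chosen after seeing the values. The permutation p for LD-only loci was over 0.05 at scores of at least 7 (0.26) and 10 (0.27). It was also over 0.05 without LD replicate 1 (0.799), LD replicate 2 (0.319), LD replicate 3 (0.33), CD replicate 1 (0.488) or CD replicate 3 (0.902). With loci in at least 2 samples, the sign was against the stated direction (-0.02, permutation p = 0.746). For CD-only loci, the unadjusted permutation p was under 0.05 over all tested genes (0.0192) and with loci in at least 2 samples (0.0114). The same held without LD replicate 1 (3e-05), LD replicate 2 (0.0296), CD replicate 1 (0.0053) or CD replicate 3 (0.0361). The permutation p was over 0.05 with genes called by DESeq2 (0.245), at a score of at least 7 (0.303), without LD replicate 3 (0.471), without CD replicate 2 (0.449) and with percentile ranks (0.178). At a score of at least 10, the sign was against the stated direction (0.16, permutation p = 0.554, 13 genes).

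The paper states that CD36 showed an activated contact between promoter and enhancer on LD. Here 0 of its interactions had an LD-only H3K27ac locus at the distal end, with loci in all or in at least 2 samples of the diet. The paper's call rests on a change in signal. Presence of a peak cannot show a gain in signal at a locus with peaks on both diets, so that the 2 are not in conflict. At Gnat3, in the same region, the numbers were 0 and 2.

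The paper states that genes with a gain of Hnf4α at distal ends were upregulated (Fig. 6i). Here the difference was -0.03 for LD-only loci (permutation p = 0.596), against the stated direction, and -0.13 for CD-only loci (permutation p = 0.037, adjusted p = 0.074). For CD-only loci, the adjusted p over 8 tests was 0.0194 with percentile ranks, which were chosen after seeing the values, and the unadjusted p was 0.0216 over all tested genes. It was over 0.05 with genes called by DESeq2 (-0.11, permutation p = 0.103) and at scores of at least 7 (-0.09, permutation p = 0.241) and 10 (-0.08, permutation p = 0.449), and the sign reversed with the 20000 highest peaks (0.02, permutation p = 0.786). For LD-only loci, the difference was positive with the 20000 highest peaks of each sample (0.01) and at a score of at least 10 (0.16), with permutation p-values of 0.865 and 0.156.

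The paper names bZIP motifs among those enriched at CD-induced H3K27ac loci. Against the loci present in all samples, which is another background than the paper's, matches per kb to the AP-1 consensus had a ratio of 0.984 and matches to the C/EBP consensus a ratio of 1.07.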

Other observations

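The tests of the sex-biased and Y-linked lists, of interactions by score and of the pairs of Hnf4α samples were chosen only after the result was seen; those of other splits, cell types, adipose tissue, library size and the clock were not.

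Of 100 splits of the 10 RNA libraries into 5 and 5 (of 126 possible), only 1, the split by diet itself, gave as many called genes: it gave 3396, and the other 99 gave a median of 0 and at most 1. Total counts did not differ between the diets (exact permutation p = 0.73, two-sided, n = 5 each), 0 LD libraries had more counts than every CD library, and Spearman's rho between log2 fold change and mean expression, across genes, was -0.162. A difference in library size as the source of the calls is argued against by these values, and the diet, with all that differs between obese and lean mice, stays as a hypothesis. For H3K27ac, 1 of the 10 splits of the 6 samples gave as many loci of one group, the split by diet. A share of 1 in 10 is the smallest that 3 samples against 3 allow, so that the rank cannot tell chance and diet apart. The split by diet gave 1951 loci, far beyond the 251 to 578 of the others, which argues against an arbitrary grouping of these 6 samples. The split by diet also gave the most loci for Hnf4α (5245, against 3297 to 3508) and for C/EBPα (6760, against 2283 to 2564), each 1 of 3 splits.

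Among the lists fixed beforehand, mitosis genes had a median log2 fold change of 1.66 (12 of 12 tested and called higher on LD, 12 also adjusted over the list alone; camera, Benjamini-Hochberg adjusted p = 4.15e-09 over 10 lists). Macrophage markers had a median of 0.57 (11 of 12 higher on LD, 5 called, 5 adjusted over the list alone; adjusted p = 0.00447), stellate markers 0.36 (6 of 8 higher, 4 called, 6 adjusted over the list alone; adjusted p = 0.0048), and sterol synthesis genes 0.40 (11 of 12 higher, 4 called, 7 adjusted over the list alone; adjusted p = 0.00447). Adipocyte markers had a median of 1.41 (3 of 7 tested, 2 called, 2 adjusted over the list alone; adjusted p = 0.00447). Lymphocyte markers had a median of 0.57 (7 of 9 higher, 2 called, 2 adjusted over the list alone; adjusted p = 0.609), endothelial markers -0.05 (3 of 8 higher, 2 called, 2 adjusted over the list alone; adjusted p = 0.71) and clock genes -0.22 (12 of 15 lower on LD, 3 called, 2 adjusted over the list alone; adjusted p = 0.039). Under fry, the calls of the mitosis and adipocyte lists (adjusted p = 0.000122), the stellate (0.00155), macrophage (0.0197), sterol (0.033) and clock lists (0.0372) held, and with an estimated correlation none passed the adjusted threshold (from 0.0872 for mitosis and adipocyte to 0.868). The tested genes are all expressed in these livers, and cells other than the named type also express some of them.

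The higher macrophage markers on LD do not come with a rise in every other cell type: their mean log2 fold change exceeded that of the endothelial markers by 0.876 (0.883 against 0.00668; exact permutation p = 0.0197 over 125970 arrangements of the genes, which are not independent replicates). A lower share of hepatocytes alone would raise both alike and is argued against. More macrophages or a change in their transcripts stays open as a hypothesis and was not tested.

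Cidea, Cidec and Cfd, genes known from adipocytes, were among the largest increases on LD. Adipose tissue left on the LD livers is argued against, because Adipoq held 2 counts over the 5 LD libraries and 7 over the CD libraries, Retn 4 and 1, and Lep and Plin1 0 and 0. A response of liver cells to lipid stays as a hypothesis.

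Of 15 clock genes, 3 were called between the diets, all lower on LD: Bhlhe41 (-1.10), Nr1d1 (-0.91) and Cry2 (-0.35). Livers collected at different times of day would move Arntl and Npas2 against Nr1d1, Dbp and Per3. The log2 fold changes were -0.12 (standard error 0.297) and -0.33 (0.332) against -0.91 (0.121), -0.12 (0.143) and 0.04 (0.236). Nr1d1 alone lay beyond its error, so that by these values a shift in time and an effect of diet on the called genes cannot be told apart. The paper states, where it describes Hi-C, that tissue of every mouse was taken at the same time of day.

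The paper does not report on genes that differ between male and female livers, although Cyp2b9, Cyp2b13 and Acot3, which are among them, appear in the results. Of 16 male-biased genes, 14 were lower on LD and called (median log2 fold change -1.17, -1.25 to -1.09 with 1 library left out; camera, adjusted p = 2.64e-09 over 5 lists; 0.0358 with an estimated correlation and 0.00013 with fry, before adjustment), among them Hsd3b5 (-5.34), Slco1a1 (-2.42) and Bcl6 (-1.90). Female livers among the LD samples are argued against, since Xist had at most 1 count in any library and all libraries held Y-linked transcripts. Reads shared between near-identical copies are argued against as the whole source, since the 5 genes outside gene families had a median of -1.10 and all 5 were called (camera, adjusted p = 0.000766; 0.0601 with an estimated correlation, which falls short, and 0.000311 with fry, before adjustment; -1.23 to -0.9997 with 1 library left out). A lower male-specific programme on LD may be a biological effect of the diet, as a hypothesis found and tested on the same data. Igf1 (-0.66) and Ghr (-0.32), genes of the growth hormone axis chosen after their values were seen, were called lower on LD.

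Of 18 female-biased genes, 11 were tested and 7 were called higher on LD (median 1.38, which is the value of Acot3 and does not rest on the fitted value of Cyp2b13; camera, adjusted p = 0.000147; 0.059 with an estimated correlation and 0.000127 with fry, before adjustment). The 4 tested genes outside gene families had a median of 0.60, and 2 were called higher on LD (Hao2 at 3.91 and Abcd2 at 0.87); the set fell short with camera (adjusted p = 0.0677) and with an estimated correlation (0.151 before adjustment) and passed with fry (0.00139 before adjustment). For the list as a set, a rise and reads shared between copies cannot be told apart, since 4 genes are few and the tests differ. The list holds 3 genes that are also named above, and all were written after some values were seen.

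The 4 Y-linked genes tested were lower on LD (median -0.37, 2 called, Ddx3y at -0.49 and Kdm5d at -0.54; camera, adjusted p = 0.0531, which fails the correction). Ddx3y was lowest in LD replicate 1 (52.2 CPM), but this library alone is argued against as the source: without it the median was -0.25 and all 4 genes stayed lower on LD, with 2 called. The number called was 1 without LD replicate 4 (median -0.33) and without CD replicate 2 (-0.34). On chromosome Y, 37 interactions were called on LD and 84 on CD. What lowers these genes stays open.

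Interactions called on 1 diet may largely be interactions near the score threshold: of LD interactions with a score of 5 to 6, 43.7% were also called on CD, and of those with a score of 10 or more, 98.7%. A real difference in contact stays open for the 369 LD and 585 CD interactions of score 10 or more that were not called on the other diet, and no test between mice was possible.

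CD-only Hnf4α loci overlapped 1 kb around a TSS in 31.5% and LD-only loci in 8.57%. The smaller number of peaks in CD replicate 1 (35122) is argued against as the whole source: with the 20000 highest peaks of each sample, the shares were 24.5% (95% interval 22.1 to 27.0) for CD-only and 9.82% (8.32 to 11.6) for LD-only loci. Among those 20000 peaks, 14.1% and 14.3% on LD and 17.3% and 15.2% on CD were near a TSS, and over all peaks of a sample 12.6% and 12.6% on LD and 16.3% and 15.2% on CD. Another property of CD replicate 1 stays open, since the loci of this sample and a single LD sample were near a TSS in 25.2% and 28.1% over all peaks and in 22.5% and 30.2% at equal numbers, against 16.0% and 15.6%, and 19.8% and 16.4%, for CD replicate 2. An effect of diet stays open too, with 2 mice on each diet.

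Called genes near CD-only Hnf4α loci were shifted towards CD. A shift of genes near variable Hnf4α loci towards CD whatever the grouping is argued against with all 4 samples. Genes near the loci of the LD pair were then shifted towards LD by 0.13 (permutation p = 0.00624). This shift was 0.14 without CD replicate 1, 0.08 without CD replicate 2 and 0.03 without LD replicate 1. Without LD replicate 2 it was -0.00422, so that the argument does not hold without that library. Among the pairs of an LD and a CD sample, the difference was -0.17, -0.08, -0.15 and 0.05, with permutation p-values of 0.0253, 0.0641, 0.00029 and 0.618, so that loci that do not follow the diet can also lie near genes higher on CD. Between the sides of a split, the difference was 0.38 by diet (permutation p = 1e-05, the smallest it can give), and -0.20 and -0.09 in the other two of the 3 splits, so that the difference by diet and a variation among these 4 samples cannot be told apart with 3 splits.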
